# Inhibition of DNMT1 and ERRα crosstalk suppresses breast cancer via derepression of *IRF4*

**DOI:** 10.1038/s41388-020-01438-1

**Published:** 2020-08-27

**Authors:** Mathieu Vernier, Shawn McGuirk, Catherine R. Dufour, Liangxinyi Wan, Etienne Audet-Walsh, Julie St-Pierre, Vincent Giguère

**Keywords:** Breast cancer, DNA methylation

## Abstract

DNA methylation is implicated in the acquisition of malignant phenotypes, and the use of epigenetic modulating drugs is a promising anti-cancer therapeutic strategy. 5-aza-2’deoxycytidine (decitabine, 5-azadC) is an FDA-approved DNA methyltransferase (DNMT) inhibitor with proven effectiveness against hematological malignancies and more recently triple-negative breast cancer (BC). Herein, genetic or pharmacological studies uncovered a hitherto unknown feedforward molecular link between DNMT1 and the estrogen related receptor α (ERRα), a key transcriptional regulator of cellular metabolism. Mechanistically, DNMT1 promotes ERRα stability which in turn couples DNMT1 transcription with that of the methionine cycle and S-adenosylmethionine synthesis to drive DNA methylation. In vitro and in vivo investigation using a pre-clinical mouse model of BC demonstrated a clear therapeutic advantage for combined administration of the ERRα inhibitor C29 with 5-azadC. A large-scale bisulfite genomic sequencing analysis revealed specific methylation perturbations fostering the discovery that reversal of promoter hypermethylation and consequently derepression of the tumor suppressor gene, *IRF4*, is a factor underlying the observed BC suppressive effects. This work thus uncovers a critical role of ERRα in the crosstalk between transcriptional control of metabolism and epigenetics and illustrates the potential for targeting ERRα in combination with DNMT inhibitors for BC treatment and other epigenetics-driven malignancies.

## Introduction

Methylation of DNA is an evolutionarily conserved mechanism that allows control of gene expression by modulating chromatin accessibility to specific transcription factors (TFs) [1, 2]. This epigenetic process is crucial for proper mammalian development, essential for cellular differentiation and plays a determinant role in maintaining genomic stability [3–5]. Aberrant DNA methylation patterns have been observed in a large variety of diseases including obesity, diabetes, neurodegeneration, and cancer, thus prompting intense research to fully discern its regulatory modes and fuel the development of new therapeutic approaches [6–8].

In mammals, DNA methylation occurs at the fifth position of cytosine to produce 5-methylcytosine (5-mC). Maintenance of genomic methylation is ensured by the DNA methyltransferase DNMT1 which copies the DNA methylation pattern from the parental DNA strand onto the newly synthesized daughter strand during replication [9]. DNA methylation is also responsive and adaptive to environmental changes by modulating the expression of genes [10]. Two other methyltransferases, DNMT3A and 3B, have been described to methylate DNA de novo. Conversely, the ten–eleven translocation (TET) enzymes 1, 2, and 3 have the capacity to demethylate the genome [11–13].

The methyl group needed for DNA methylation is typically derived from dietary methionine, which is metabolized through the methionine cycle upon entering the cell. In this pathway, a molecule of ATP is transferred to methionine for S-adenosylmethionine (SAM) synthesis, the primary methyl donor for most biological methylation reactions [14]. After the methyl group is donated, the resulting S-adenosylhomocysteine (SAH) is either recycled or metabolized into cysteine, a nonessential amino acid that serves as a key building block for glutathione synthesis. The demethylation process catalyzed by the TET enzymes is also dependent on metabolite levels, and requires α-ketoglutarate (αKG), which can be generated from the tricarboxylic acid (TCA) cycle and glutaminolysis [12]. While DNA methylation and demethylation are clearly intrinsically linked to metabolism, the mechanisms that coordinate these programs remain poorly understood.

In the context of breast cancer (BC), several aspects of cellular metabolism are controlled by members of the estrogen related receptor (ERR) family [15]. The ERRs are orphan nuclear receptors that regulate a large variety of metabolic gene networks implicated in glycolysis, glutaminolysis, mitochondrial biogenesis, and cellular respiration [16, 17]. Recently, we have shown that ERRα is also a transcriptional regulator of the folate cycle, a metabolic pathway closely related to the methionine cycle [18]. ERRα also plays a central role in regulating the adaptive metabolic processes used by breast tumors to thrive in conditions of fluctuating nutrient availability [19]. Furthermore, high ERRα transcript levels are associated with the HER2 positive and triple-negative (TN) molecular subtypes known to be among the most aggressive forms of the disease [20].

In this study, we identify ERRα as a direct link between cellular metabolism and DNA methylation. We first show that inhibition of ERRα activity diminishes the expression of methionine cycle enzymes and markedly reduces DNMT1 transcription resulting in a global loss of cellular DNA methylation. In a feedforward regulatory loop, DNMT1 elevated ERRα protein, and levels of *DNMT1* mRNA correlated with high ERRα activity in BC patients. Importantly, pharmacological inhibition of ERRα further sensitized BC cells in vitro and in vivo to the anti-neoplastic effects of the DNMT inhibitor 5-aza-2′-deoxycytidine (decitabine, 5-AzadC). The clinical significance of our findings is further supported by genome-wide bisulfite sequencing, revealing that co-administration of ERRα and DNMT1 inhibitors leads to promoter demethylation and re-expression of *IRF4*-encoding Interferon Regulatory Factor-4 and found herein to exhibit tumor-suppressor activity in BC cells.

## Results

### ERRα regulates the expression of enzymes of the methionine cycle and DNA methylation

DNA methylation is dependent on cellular metabolic activity, specifically the methionine cycle (Fig. 1a), and considering that the ERRs are key transcriptional regulators of cell metabolism, we investigated whether ERRα is directly implicated in this process. To this end, we interrogated ERRα ChIP-seq datasets obtained in the BC cell lines BT474 and SKBR3 [21]. These cells are characterized by high expression of the receptor tyrosine kinase HER2, known to drive ERRα function [22, 23]. Consequently, BT474 and SKBR3 cells possess high ERRα activity and represent ideal models for our investigation. ERRα-binding sites were found near the transcriptional start sites of the DNA methytransferase genes *DNMT1* and *DNMT3A*, the DNA demethylation enzyme genes *TET2*, *TET3*, and *TDG*, and the *AHCY* gene of the methionine cycle in both cell lines (Supplementary Fig. 1a). ERRα was found specifically bound to regulatory regions near *MAT1A* in BT474 cells and *MAT2A* in SKBR3 cells suggesting cell-specific differences in isoform expression (Supplementary Fig. 1a). ChIP-qPCR validated the recruitment of ERRα to these sites which was lost when cells were treated with the specific ERRα inhibitor C29 [24] (Fig. 1b). ERRα inhibition with C29 led to a significant induction of the DNA-demethylating genes *TET3* and *TDG* along with an observed inverse regulation of DNA methylating genes with downregulation of *DNMT1* and upregulation of *DNMT3A* (Fig. 1c, d). Further, targeting ERRα diminished the expression of *AHCY*, as well as that of *MAT1A* and *MAT2A*, respectively, in BT474 and SKBR3 cells (Fig. 1c, d), the latter in line with ERRα ChIP-seq binding profiles. Immunoblot analysis confirmed similar effects on the protein levels of these genes following ERRα knockdown or inhibition by C29 in both HER2+ cell lines (Fig. 1e–h). Although, HER2 can positively regulate ERRα activity, ERRα is also expressed in the ER+ and TN BC subtypes. To verify whether ERRα regulation of DNA methylating enzyme expression is subtype-specific, we looked at protein levels of DNMT1 after knockdown of ERRα by RNA interference in MCF7 cells, an ER+ BC cell line, as well as in the three TNBC cell lines MDA-MB-231, MDA-MB-436, and MDA-MB-468. In each case, impairment of ERRα function reduced DNMT1 protein levels (Supplementary Fig. 1b–e).

**Fig. 1:**
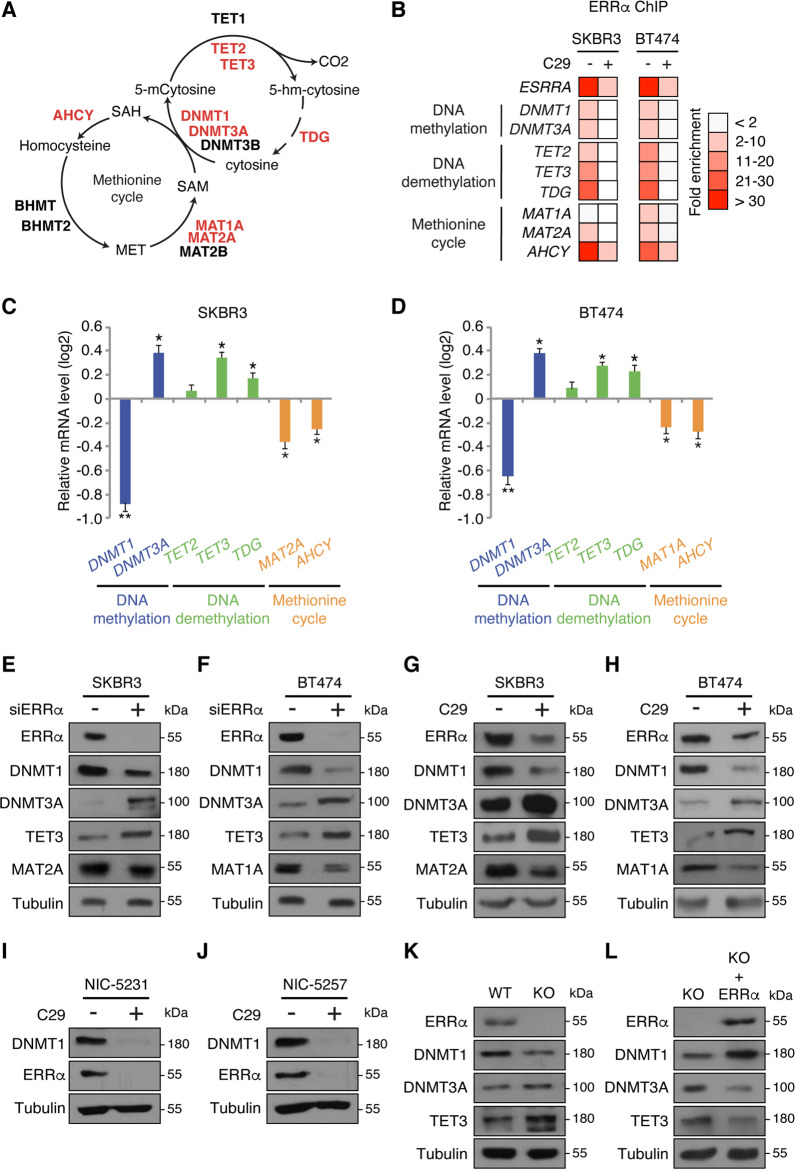
ERRα regulates genes involved in DNA methylation and the methionine cycle. **a** Schematic representation of the relationship between the methionine cycle and DNA methylation. Enzymes in red were identified as direct ERRα target genes by ChIP-seq. **b** ChIP-qPCR analysis of ERRα binding on the target genes identified in (**a**) following treatment with C29 for 24 h (*n* = 3). **c**, **d** qRT-PCR analysis of SKBR3 (**c**) and BT474 (**d)** cells after treatment with C29 for 24 h. Control cells treated with vehicle were set at 0. Results reflect three independent experiments performed in triplicate. **e**, **f** Immunoblot analysis of SKBR3 (**e**) and BT474 (**f**) cells post-transfection for 48 h with siRNAs against ERRα. Tubulin is shown as a loading control. **g**, **h** Immunoblot analysis of SKBR3 (**g**) and BT474 (**h**) cells following treatment with C29 for 24 h. Tubulin is shown as a loading control. **i**, **j** Immunoblots of ERRα and DNMT1 in the mouse BC cell lines NIC-5231 (**i**) and NIC-5257 (**j**) after treatment with C29 for 24 h. Tubulin is shown as a loading control. **k** Immunoblots of ERRα KO MEFs compared to WT. Tubulin is shown as a loading control. **l** Immunoblots of ERRα KO MEFs with ectopic expression of ERRα compared to the parental KO MEFs. Tubulin is shown as a loading control. Data shown in **c** and **d** represent means ± SEM. *p < 0.05, **p < 0.01; Student’s *t* test.

Importantly, this specific involvement of ERRα in the regulation of DNA methylation is not restricted to human cancer cells. Drug-induced inhibition of ERRα by C29 in the mouse cell lines NIC-5231 and NIC-5257, derived from ErbB2-driven mammary tumors [25], also led to a stark reduction in DNMT1 protein (Fig. 1i, j). This mechanism is also conserved in normal cells whereby ERRα knockout mouse embryonic fibroblasts (ERRα KO MEFs) exhibited similar alterations in DNMT isoforms and TET expression as compared to BC cells, a phenotype reversed by ectopic expression of ERRα (Fig. 1k, l).

### ERRα controls DNA methylation

To investigate the influence of ERRα on the methionine cycle and DNA methylation programs, we measured the steady-state levels of methionine cycle intermediates in SKBR3 cells after pharmacological inhibition of ERRα with C29 for 24 h. Impeding ERRα resulted in a significant accumulation of all intermediates of this metabolic process (Fig. 2a). Moreover, C29-mediated ERRα inhibition led to a marked decrease in global DNA methylation in both SKBR3 and BT474 cell lines, exemplified by a significant reduction in total 5-methylcytosine levels (Fig. 2b, c). Importantly, ERRα KO MEFs also displayed a decreased level of DNA methylation compared to WT MEFs (Supplementary Fig. 2).

**Fig. 2:**
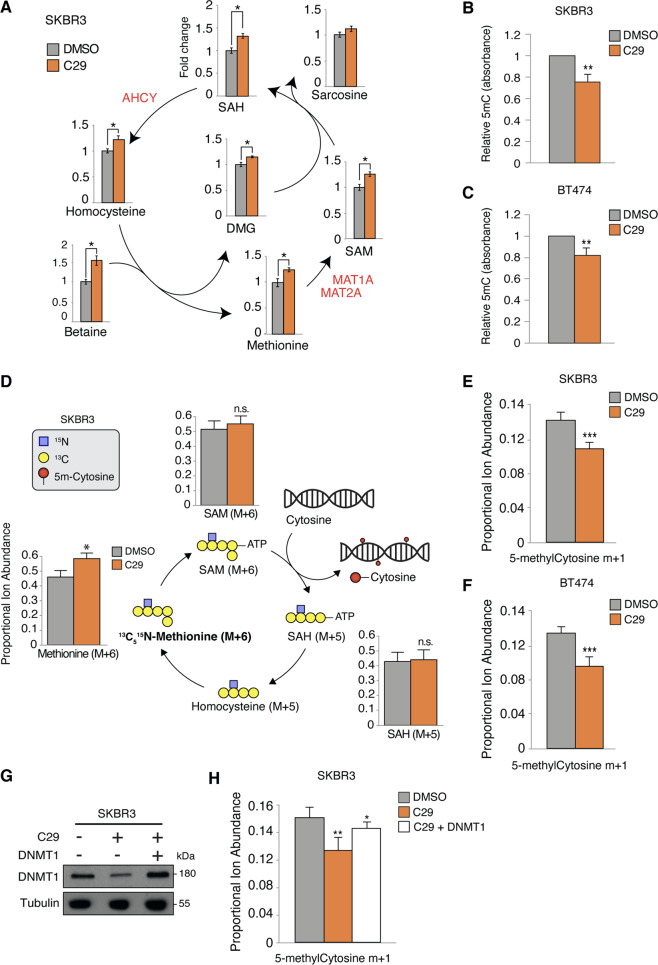
ERRα is a driver of DNA methylation. **a** Relative level of metabolites of the methionine cycle upon treatment with C29 for 24 h in SKBR3 cells. Results reflect three independent experiments each performed with five replicates. **b**, **c** Relative 5-methylcytosine levels in SKBR3 (**b**) and BT474 (**c**) cells after treatment with C29 for 24 h. Results reflect three independent experiments performed in triplicate. **d** Stable isotope tracing diagram for ^13^C_5_^15^N-methionine through the methionine cycle and DNA methylation. Levels of measured labeled methionine cycle intermediates in SKBR3 cells reflect three independent experiments each performed with five replicates. **e**, **f** Relative quantification of DNA labeled 5-methylcystosine (m + 1) after treatment with C29 in the presence of ^13^C_5_^15^N-methionine for 24 h in SKBR3 (**e**) and BT474 (**f**) cells. Results reflect three independent experiments each performed with five replicates. **g** DNMT1 protein expression in SKBR3 cells after treatment with C29 for 24 h ± ectopic expression of DNMT1. Tubulin is shown as a loading control. **h** Relative quantification of DNA labeled 5-methylcystosine (m + 1) in SKBR3 cells after treatment with C29 ± ectopic expression of DNMT1 in the presence of ^13^C_5_^15^N-methionine for 24 h. Results reflect three independent experiments each performed with five replicates. Data shown in **a**–**f** and **h** represent means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001; Student’s *t* test.

The accumulation of methionine cycle intermediates might be the consequence of a reduced metabolic rate due to the decreased expression of the methionine cycle enzymes we observed (Fig. 1c–h) or a bottleneck downstream in the transfer of a methyl group from SAM to DNA. To measure the metabolic rate of the methionine cycle, we designed an isotope tracer experiment whereby SKBR3 cells were first treated with C29 for 24 h, followed by incubation with labeled methionine (^13^C_5_^15^N-methionine) for 2 h. Given that methionine is an essential amino acid, we could follow the incorporation of labeled atoms from dietary methionine into SAM, SAH, and homocysteine by liquid chromatography coupled to mass spectrometry (LC/MS). Interestingly, while we could not detect homocysteine in this setting, C29-treated cells displayed an increase of labeled methionine (Fig. 2d). Of note, C29 had no significant impact on SAM and SAH levels, suggesting a similar rate of the methionine cycle compared to control (Fig. 2d).

We then quantified the levels of labeled 5-methylcytosine arising from labeled methionine. BC cells were first treated with C29 for 24 h and then incubated with labeled methionine for another 24 h to allow for labeled methyl incorporation prior to genomic DNA isolation. As expected, diminished levels of labeled 5-methylcytosine were observed when ERRα activity was impaired (Fig. 2e, f). Notably, this effect was largely rescued by exogenous expression of DNMT1 (Fig. 2g, h), highlighting that DNMT1 is the rate-limiting enzyme and is critical for driving DNA methylation in this context.

### ERRα activity correlates with *DNMT1* expression in BC patients

We next re-analyzed publicly available gene expression datasets from cohorts of BC patient tumors of mixed molecular subtypes to determine whether ERRα activity correlates with the expression of DNA methylation regulators. For this, we utilized a previously established 121-gene ERRα signature shown to cluster BC patients into groups of low or high ERRα activity independent of their BC molecular subtype [23]. To this gene list, we added key ERRα-targeted genes identified in this study namely *DNMT1, DNMT3A, TET2, TET3, AHCY, MAT1A*, and *MAT2A*, as they were not included in the original dataset (Supplementary Table 1). Unsupervised hierarchical clustering successfully partitioned the tumor profiles into 2 groups distinguished by having either low or high ERRα activity across three independent cohorts obtained from Gene Omnibus and ArrayExpress (GSE2034, GSE24450 and E-TABM-158), thus confirming the validity of the ERRα signature (Fig. 3). Next, we tested for a significant association between the expression of our genes of interest and ERRα activity. Of the genes examined, only *DNMT1* transcript levels showed a consistent and significant correlation with BC tumors bearing high ERRα activity across the three independent patient cohorts (Fig. 3 and Supplementary Fig. 3). This raises the possibility that simultaneous inhibition of DNMT1 and ERRα activity may offer a therapeutic advantage for the treatment of BC patients.

**Fig. 3:**
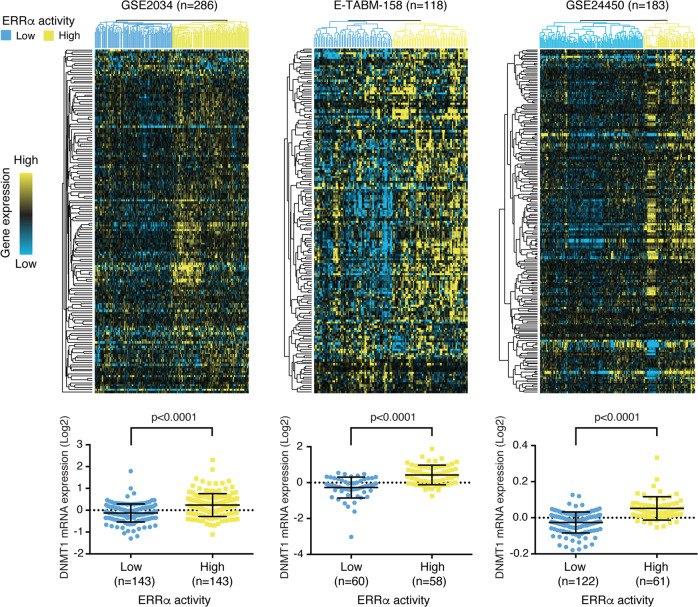
ERRα activity positively correlates with DNMT1 expression. Top, unsupervised hierarchical clustering analysis with an ERRα-targeted gene signature in three independent BC clinical cohorts. Subtype colors discriminate between patients with low ERRα activity (blue) and patients with high ERRα activity (yellow). Bottom, relative *DNMT1* mRNA levels between patients with low and high ERRα activity for each BC cohort. *DNMT1* expression values were extracted from microarray data after normalization and were log2 transformed. Data show means ± SEM; Student’s *t* test.

### Dual inhibition of ERRα and DNMT suppresses BC cell growth in vitro

While human cancer cells generally harbor global DNA hypomethylation profiles, they also specifically display hypermethylation of promoters of tumor suppressor genes leading to their silencing [26]. Accordingly, inhibition of DNMTs correlates with reduced tumorigenicity often related to re-expression of tumor suppressors [27]. Recently, the FDA-approved DNMT inhibitor 5-azadC (decitabine) was proven effective in treating TNBC [28]. Given our identification of an association between ERRα activity and *DNMT1* expression in BC patients, we tested whether ERRα inhibition could further sensitize BC cells to 5-azadC. Unexpectedly, 5-azadC alone robustly reduced ERRα protein levels, an effect also observed following the specific knockdown of DNMT1 by RNA interference in both SKBR3 and BT474 cells (Fig. 4a, b). Further analysis determined that the DNA-demethylating agent 5-azadC induces BC cell autophagy, as indicated by increased levels of the autophagy marker LC3B-II (Fig. 4c), and that blockade of autophagy with bafilomycin A is sufficient to rescue 5-azadC-induced ERRα degradation (Fig. 4d). 5-azadC has also been shown to promote autophagy in ovarian cancer cells [29].

**Fig. 4:**
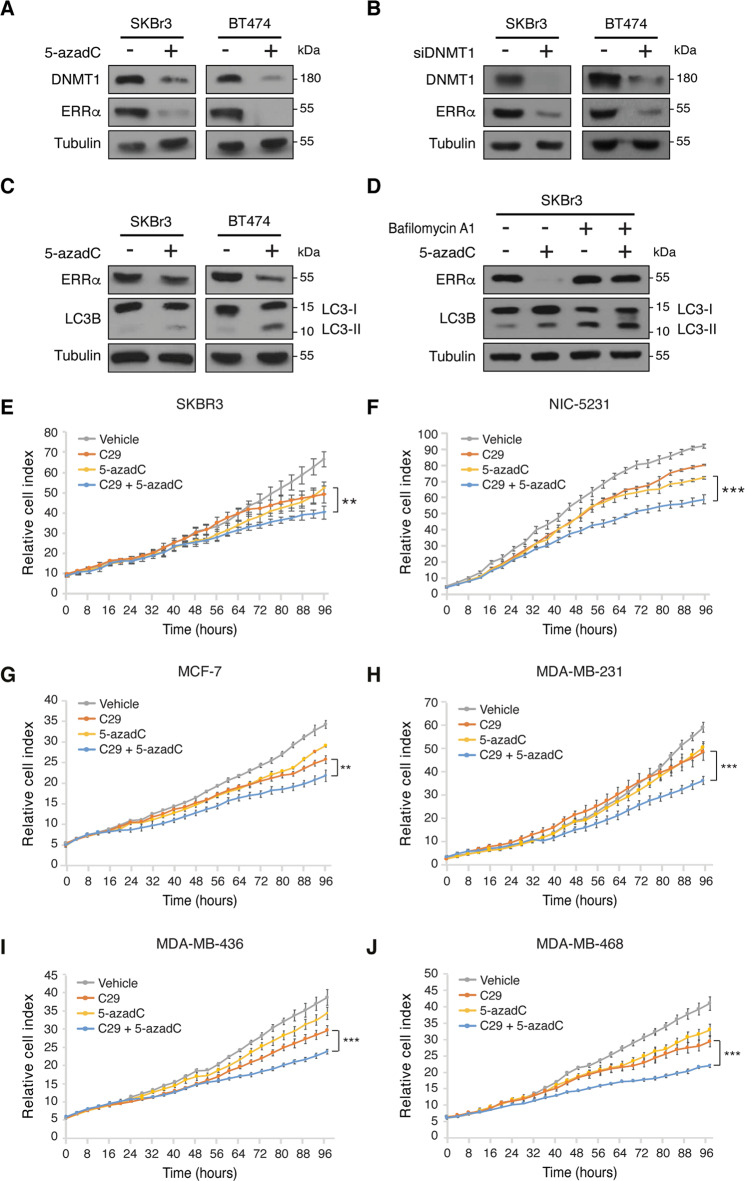
Dual inhibition of ERRα and DNMT augments BC cell growth hindrance in vitro. **a** Immunoblots of ERRα and DNMT1 after DNMT1 inhibition by treatment with the DNMT inhibitor 5-azadC (5 μM) for 24 h in both SKBR3 and BT474 cells. Tubulin is shown as a loading control. **b** Immunoblots of ERRα and DNMT1 post-transfection with siRNAs against DNMT1 for 48 h in both SKBR3 and BT474 cells. Tubulin is shown as a loading control. **c** Immunoblot of ERRα and the marker of autophagy LC3B in SKBR3 and BT474 cells after treatment with 5 μM 5-azadC for 24 h. **d** Protein levels of ERRα and LC3B in SKBR3 cells after treatment with 5 μM 5-azadC for 24 h in combination with 20 nM of the autophagy inhibitor Bafilomycin A1. Bafilomycin A1 was added 6 h prior harvesting cells. **e**–**j** Normalized cell index curves representing proliferation of human HER2+ SKBR3 (**e**), mouse HER2+ NIC-5231 (**f**), human ER+ MCF7 (**g**), TNBC MDA-MB-231 (**h**), TNBC MDA-MB-436 (**i**), and TNBC MDA-MB-468 (**j**) cells in the presence of C29 (5 μM) and/or 5-azadC (3 μM). Three independent experiments each with five replicates were performed and one representative experiment is shown. Data shown in **e**–**j** represent means ± SEM. **p < 0.01, ***p < 0.001; Student’s *t* test.

Next, we examined the effect of co-treatment with the ERRα inhibitor C29 and 5-azadC on BC cellular proliferation. While 5-azadC alone significantly diminished the growth of both the HER2 human SKBR3 and mouse NIC-5231 cell lines, C29 amplified the neoplastic effects of the DNMT inhibitor (Fig. 4e, f). Similar beneficial anti-tumor effects of combined ERRα and DNMT inhibitors were observed in the ER+ BC cell line MCF7 and TNBC cell lines MDA-MB-231, MDA-MB-436, and MDA-MB-468 (Fig. 4g–j and Supplementary Fig. 4a–d).

Since ERRα activity is regulated by growth factors and HER2 [30], we wondered whether classical anti-HER2 therapy would also sensitize SKBR3 cells to the DNMT inhibitor 5-azadC. Similar to ERRα loss-of-function in BC cells (Fig. 1e–j), SKBR3 cells treated with lapatinib, a dual epidermal growth factor receptor (EGFR)/human EGFR-2 (HER2) tyrosine kinase inhibitor approved for patients with HER2-amplified breast tumors, decreased both ERRα and DNMT1 protein levels (Supplementary Fig. 4e). However, lapatinib was also found to reduce DNMT3a levels (Supplementary Fig. 4e), while ERRα inhibition seemingly stabilized it (Fig. 1e–h, k). Co-treatment of SKBR3 cells with lapatinib and 5-azadC did not further increase the anti-tumoral effects of each drug alone (Supplementary Fig. 4f), suggesting that the effects of anti-HER2 therapy beyond ERRα inhibition impede the benefit of co-targeting ERRα and DNMT simultaneously.

### C29 enhances the efficacy of 5-azadC on impeding BC tumor development in vivo

To determine the efficacy of the therapeutic agent 5-azadC in combination with C29 at suppressing BC tumor growth in vivo, compared to 5-azadC therapy alone, we used a pre-clinical mouse cell line-derived xenograft (CDX) model. NIC-5231 cells were injected into the mammary fat pad of NSG mice, and primary tumors were treated with either C29 (10 mg/kg) and/or 5-azadC (1 mg/kg), or vehicle control (Fig. 5a). As anticipated, treatment with the DNA-demethylating drug 5-azadC alone significantly attenuated tumor growth (Fig. 5b, c). Importantly, as observed in vitro, C29 potentiated the tumor suppressive effect of 5-azadC in vivo, thus validating the utility of combining ERRα and DNA methyltransferase inhibitors in the pharmacological intervention of BC (Fig. 5b, c). Immunoblot analysis of end-point tumors confirmed the positive molecular link between ERRα and DNMT1 expression whereby ERRα loss of function by C29 decreased DNMT1 protein and treatment with 5-azadC reduced ERRα levels (Fig. 5d). Surprisingly, while C29 and 5-azadC independently decreased intra-tumoral levels of 5-methylcytosine, there was no further significant decline in global DNA methylation upon co-treatment compared to the individual drug regimens (Fig. 5e). We therefore hypothesized that C29 and 5-azadC may have differential effects on promoter-specific DNA methylation that may be otherwise masked by the evaluation of global DNA methylation states. To address this, we performed reduced representation bisulfite sequencing (RRBS) on tumor DNA from these mice. 

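NIC-5231 is a mouse mammary tumor cell line, and its tumors grew in the mammary fat pad of NSG mice, which lack a working immune system. The 4 groups of 5 mice received vehicle, C29 at 10 mg/kg, 5-azadC at 1 mg/kg or both drugs, injected every 2 days for 20 days. C29 inhibits ERRα, and 5-azadC (decitabine) is a cytidine analog that blocks DNA methyltransferases. Each group was represented by 2 libraries, and each library was made from the pooled tumor DNA of 2 mice. RRBS sequences genomic fragments that begin and end at a restriction site, after bisulfite has turned unmethylated cytosines into uracil. The authors aligned the reads to the mm10/GRCm38 genome with bismark v0.20.0 and deposited, for each cytosine of a CpG and each strand separately, the fraction of reads that were methylated and the number of reads. These values carry no further normalization.
Total reads over cytosines ranged from 51359825 to 81299065 per library, and the libraries listed between 1773373 and 2195266 cytosines. The median number of reads per listed cytosine lay between 21 and 30, and between 82% and 87% of listed cytosines had at least 10 reads. Of 3644015 cytosines seen in any library, 914219 were seen in all 8. In the unmethylated spike-in control DNA, 0.216% to 0.329% of reads were called methylated, and in the methylated control 97.5% to 98.3%. Across CpGs, which are not independent replicates, the correlation (Pearson's r) between the libraries of a group was 0.864 for vehicle, 0.856 for C29, 0.816 for 5-azadC and 0.794 for the combination. Between libraries of different groups it ranged from 0.792 to 0.870, so the values within groups lay inside this range. A comparison of 2 libraries against 2 has a smallest possible two-sided exact permutation p of 0.33. Reads are not independent molecules, because PCR copies were not marked, so tests on reads account for counting error only.
For each treatment against vehicle, the CpGs kept had at least 10 reads in all 4 libraries and did not belong to the 0.1% of highest coverage in a library. Methylated and unmethylated reads were compared by the logistic likelihood-ratio test that methylKit uses by default, without overdispersion. A cytosine was called a DMC, and a 1000 bp tile a DMR, at a Benjamini-Hochberg q below 0.01 with a difference of at least 25 percentage points. To gauge how many calls arise without a treatment, each test was repeated on both mixed splits of its 4 libraries, in which each side held 1 vehicle and 1 treated library.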

RRBS is a high-throughput technique that offers a large-scale high-resolution mapping of DNA methylation across the genome that enriches for regions with high CpG content such as promoters and repeated sequences [31]. 

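Mean methylation was first compared over the 550959 autosomal CpGs with at least 10 reads in all 8 libraries. Vehicle tumors had a mean CpG methylation of 34.2% ± 0.0205 (SD, n = 2 libraries). C29 tumors had 33.5% ± 0.787 (SD, n = 2), a difference of -0.736 percentage points from vehicle that was smaller than the spread between the C29 libraries. With 5-azadC the mean was 30.0% ± 0.274 (SD, n = 2), -4.18 points from vehicle, and with both drugs it was 30.9% ± 0.00648 (SD, n = 2), -3.32 points from vehicle. Each of these comparisons had a two-sided exact permutation p of 0.33. The 4 libraries with 5-azadC averaged 30.5% ± 0.525 and the 4 without it 33.9% ± 0.622 (SD), a difference of -3.38 points, and every library with 5-azadC was below every library without it (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The same comparison for C29 gave 0.0657 points (two-sided exact permutation test, p = 1, n = 4 against 4). Of the alternatives tried for the 5-azadC comparison, restriction to promoter CpGs moved it most, to -0.857 points (two-sided exact permutation p = 0.0571). Outside promoters the difference was -4.70 points. Without 5-azadC, promoter CpGs averaged 10.5% and CpGs outside promoters 46.1%, so promoters had less room to fall.

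**Figure D1:**
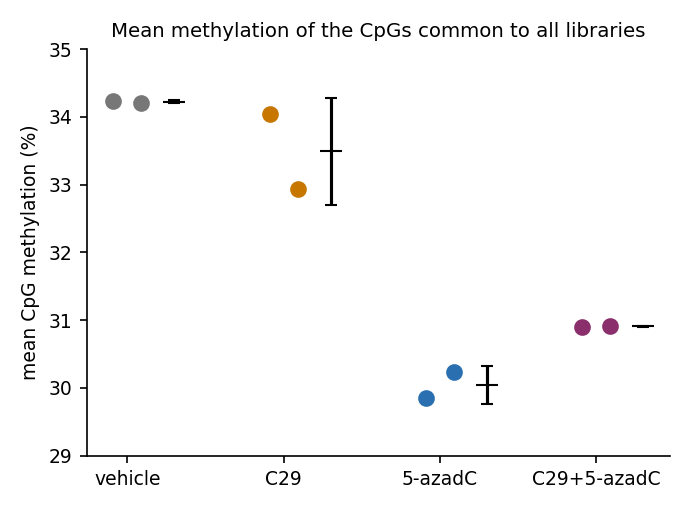
Mean methylation of the autosomal CpGs covered in all libraries, in percent, for each library (points), with the mean and SD of the 2 libraries of each group (horizontal line and bar) beside them. The 4 libraries with 5-azadC lie between 29.8% and 30.9% and the 4 without it between 32.9% and 34.2%.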

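At single CpGs, C29 tumors had 110336 DMCs among 897931 CpGs tested against vehicle (12.3%), and 55.3% of these DMCs were hypomethylated. Tumors treated with 5-azadC had 138053 DMCs among 905456 CpGs (15.2%), of which 74.3% were hypomethylated. The combination gave 120219 DMCs among 784965 CpGs (15.3%), of which 69.3% were hypomethylated. In the mixed splits, which compare no treatment, 107764 and 107859 cytosines were called for the C29 libraries, 119301 and 121170 for the 5-azadC libraries, and 109009 and 109355 for the libraries of the combination. The hypomethylated share in these mixed splits was 54.3% and 46.2% for C29. It was 49.6% and 50.4% in the mixed splits of 5-azadC, and 49.5% and 50.7% in those of the combination. The replicates of one group also differed by this test, at 17.9% of CpGs between the vehicle libraries and at 22.0% between the libraries of the combination. Among the DMCs, both treated libraries lay on the same side of both vehicle libraries for 53.4% with C29, 57.3% with 5-azadC and 53.2% with both drugs. In the mixed splits this share was 52.5% and 52.3% (C29), 50.3% and 50.4% (5-azadC), and 49.6% and 49.8% (both drugs). The DMC counts moved most with the overdispersion-corrected F test of methylKit, which left 0 DMCs in each of the 3 comparisons. At an unadjusted p under 0.05 this F test had 20781 CpGs with C29 (2.31% of those tested), 31364 with 5-azadC (3.46%) and 23167 with both drugs (2.95%). On simulated data it found 0 of 200 changed tiles with 2 libraries per group.

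**Figure D2:**
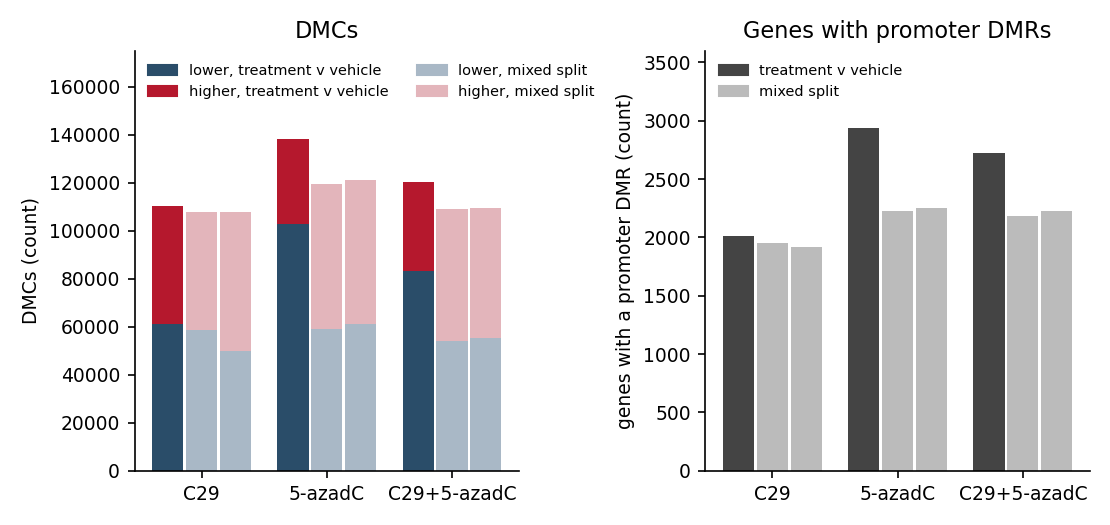
Counts of DMCs (left, hypomethylated part blue and hypermethylated part red) and of genes with a promoter DMR (right) for each treatment against vehicle and, in pale bars, for both mixed splits of the same libraries. With C29 the 110336 DMCs stand beside 107764 and 107859 in the mixed splits, and with 5-azadC 138053 stand beside 119301 and 121170.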

Overall, lower methylated CpGs were found in all three drug treatment groups compared to control, and the repartitions of the differentially methylated CpGs between introns, exons, promoters and intergenic regions were almost identical across treatment groups (Supplementary Fig. 5a–f). 

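A gene was counted when a DMC lay within it or in the 1000 bp upstream of it. DMCs were found in 16688 of 26602 genes with a tested CpG for C29 (62.7%), in 18780 of 26931 for 5-azadC (69.7%) and in 18073 of 26407 for the combination (68.4%). All 3 lists shared 12728 genes. In the mixed splits, 16597 and 16614 genes had a DMC for C29, 17829 and 17930 for 5-azadC, and 17176 and 17248 for the combination, and 12026 and 12104 genes were shared by all 3 lists. Pathway enrichment was not analysed here.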

Pathway enrichment analysis of the genes with differentially methylated regions (DMRs) showed no major differences between treatment groups (Supplementary Fig. 5g–i). We next devised a pipeline as outlined in Fig. 5f to focus our attention on more precise features of the tumor RRBS datasets using several filtering criteria. First, since cancer cells possess specific promoter hypermethylation of tumor suppressor genes, we restricted our analysis to DMRs located within promoter regions (Supplementary Table 2). 

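Tiles of 1000 bp were tested, and a gene was counted when a DMR overlapped the 1000 bp upstream of one of its transcription start sites. With C29, 2009 of 22014 tested genes had a promoter DMR, and 59.2% of them had a hypomethylated one. With 5-azadC there were 2939 of 22247 genes, 81.7% of them with a hypomethylated DMR, and with both drugs 2721 of 21657 genes, 76.8% of them with a hypomethylated DMR. The mixed splits gave 1949 and 1921 genes for C29, 2223 and 2255 for 5-azadC, and 2185 and 2225 for the combination. Of the promoter tiles called, 72.1% (C29), 67.2% (5-azadC) and 69.8% (both drugs) held only 1 or 2 CpGs. A tile can overlap a promoter without a tested CpG inside it, and 1167 (58.1%), 1698 (57.8%) and 1566 (57.6%) of the genes had a called tile with a tested CpG within the promoter itself. Asking for at least 3 CpGs per tile left 590, 1006 and 873 genes. By edgeR's quasi-likelihood test, which estimates the variation between libraries, 0 genes were called in each comparison, with 3089, 4512 and 4260 tiles at an unadjusted p under 0.05 among 112817. On simulated data with an overdispersion of 0.08, edgeR found 0 of 200 tiles shifted by 35 points, and the overdispersion of the tiles here ranged from 0.0378 to 0.367 by their number of CpGs, so its count of 0 does not show that no promoter changed. The effect of each drug across all 8 libraries was tested on 26691 promoter tiles with the overdispersion-corrected F test, 4 libraries against 4. At q below 0.05 there were 0 tiles for 5-azadC and 0 for C29, and at an unadjusted p under 0.05 there were 2908 (10.9%) and 1851 (6.93%). This test, too, found 0 of 200 shifted tiles at that overdispersion.
With both drugs, 345 promoter tiles were called with at least 100 reads in each library and both treated libraries on the same side of both vehicle libraries, 294 lower and 51 higher. The largest decreases among them were in tiles that overlap the promoters of Mettl21a (chromosome 1, 64615001 to 64616000, -65.9 percentage points), Ovgp1 (chromosome 3, 105977001 to 105978000, -58.8 points), Nfic (chromosome 10, 81401001 to 81402000, -54.8 points), Des (chromosome 1, 75361001 to 75362000, -52.3 points) and Cacna1b (chromosome 2, 24763001 to 24764000, -52.2 points). In the Mettl21a tile, 3 CpGs went from 87.6% and 70.7% in the vehicle libraries to 5.65% and 19.0% with both drugs, on 145 to 259 reads per library. Among the largest increases were those in the tile that overlaps the promoters of Gm27675, Peg3 and Usp29 (chromosome 7, 6730001 to 6731000, 50.5 points) and in tiles that overlap the promoters of Gm13049 (chromosome 4, 150825001 to 150826000, 43.8 points), Gm13112 and Mmel1 (chromosome 4, 154869001 to 154870000, 43.4 points) and Mapk15 (chromosome 15, 75997001 to 75998000, 39.6 points). Of the tiles named here, those of Ovgp1 and Nfic were also called with 5-azadC alone, and those of Nfic and Gm13049 with C29 alone. The Mettl21a tile differed by -24.98 points with 5-azadC alone, just short of the 25 points that a call needs. The Nfic tile just reached them with C29 alone (-25 points). The Mapk15 tile was not tested with 5-azadC alone. No tested CpG of these tiles lay within the promoter of Ovgp1 or Peg3, and 1 of 7 lay within that of Cacna1b. The overdispersion-corrected q of each of them was 0.806.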

Given that promoters are under the control of TFs, we looked specifically for TFs targeting these regions and for which C29 and 5-azadC co-treatment induced promoter hypomethylation. Promoter methylation status was analyzed in silico using the SMARTapp [32], which allowed us to identify TFs possessing hypermethylated CpG sites that correlate with bad prognosis in BC patients. Those presenting hypomethylated CpG sites following the combinatorial drug regimen were retained, given that they offer a therapeutic benefit by allowing for re-expression of tumor suppressor genes. Third, to identify candidate TFs regulating these genes, Homer (Hypergeometric Optimization of Motif EnRichment) software was used for analysis of TF motif enrichment on gene promoters harboring DMRs [33]. In our analysis, 890 genes with promoter DMRs were found uniquely modified in tumors co-treated with C29 and 5-azadC—this included 51 TFs based on a recent article referencing all known human TFs (Fig. 5g and Supplementary Table 3) [34]. Among these 51 TFs, 9 were characterized in the SMARTapp as having promoter CpG hypermethylation and a significant association with bad prognosis in BC. 

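A promoter DMR was found only with the combination in 1442 genes, which were 53.0% of the genes called with both drugs. There were 936 genes called only with C29 and 1592 only with 5-azadC, and 303 were called in all 3 comparisons. Each treatment was compared with the same 2 vehicle libraries, and unchanged groups were simulated against them. In 20 simulations of 3 unchanged groups on 112817 tiles covered in all libraries, a mean of 719.5 genes (674 to 748) were called only in the third group, against 878 in the data on these tiles. The simulation called more genes for C29 (a mean of 1791) than the data (1439) or the mixed splits (1322 and 1333) on these tiles, so it overstated the calls between unchanged groups. In the mixed splits on these tiles there were 711 and 680 genes found only with the combination. The share of the genes called for the combination that were found only there was 44.3% in the data, 39.6% on average in the simulations, and 45.1% and 44.4% in the mixed splits.
The combination was also compared directly with each single drug. Promoter DMRs were found in 2698 of 21674 genes against C29 alone (mixed splits 2316 and 2277) and in 2570 of 21800 genes against 5-azadC alone (mixed splits 2527 and 2581). Of the 1442 genes, 622 of the 1263 tested differed from C29 alone (49.2%), 484 of the 1280 tested differed from 5-azadC alone (37.8%), and 274 differed from both. Without C29+5-azadC replicate 1 the genes found only with the combination numbered 2295, and without replicate 2 they numbered 2419.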

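A tile that overlaps the promoter was called in the combination against vehicle for each of 9 TFs, Irf4, Foxe1, Vdr, Tead2, Pou3f3, Zbtb20, Gfi1, Hoxa3 and Nr2c2, and 6 of these 9 tiles were lower with both drugs. In 4 tiles, those of Irf4, Vdr, Gfi1 and Hoxa3, all tested CpGs lay within the 1000 bp upstream of a start site. In 3, those of Foxe1, Tead2 and Zbtb20, none did, and for Pou3f3 2 of 10 and for Nr2c2 2 of 3 did. The promoter of Foxe1 had no CpG with 10 reads in a library of vehicle or of the combination. None of the 9 tiles was called with C29 alone or with 5-azadC alone, but the CpGs tested differed between the comparisons in all tiles except that of Vdr. Tead2 fell by 23.1 points with 5-azadC alone. On the CpGs tested for the combination, with any number of reads in the single-drug libraries, 5-azadC alone differed from vehicle by -48.3 points at Irf4, -56.6 points at Zbtb20 and -57.5 at Hoxa3, and by less than 25 points at the others except Nr2c2 (-26.1, where the methylated CpG had few reads with the single drugs). C29 alone differed by less than 25 points at all 9. In the Foxe1 tile (chromosome 4, 46343001 to 46344000, 5 CpGs), methylation was 50.9% and 74.8% in the vehicle libraries and 15.4% and 22.3% with both drugs, a pooled difference of -41.3 points (logistic test, q = 4.0e-31). In the Pou3f3 tile (chromosome 1, 42695001 to 42696000, 10 CpGs), it was 42.1% and 76.1% with vehicle and 44.1% and 20.5% with both drugs, a difference of -29.1 points. Vdr (chromosome 15, 97896001 to 97897000, 3 CpGs) had 52.7% and 75% with vehicle and 51.3% and 19.9% with both drugs, a difference of -28.1 points. In Tead2 (chromosome 7, 45218001 to 45219000, 4 CpGs) both vehicle libraries were at 100% and the treated libraries at 66.5% and 100%, a difference of -27.7 points. A single CpG stood for Zbtb20 (chromosome 16, 43247001 to 43248000), with 100% in both vehicle libraries, 60.1% and 100% in the treated ones, and a difference of -32.9 points. The 3 tiles with higher methylation were those of Hoxa3 (chromosome 6, 52184001 to 52185000, 1 CpG, 42.5 points), Nr2c2 (chromosome 6, 92090001 to 92091000, 3 CpGs, 32.3 points) and Gfi1 (chromosome 5, 107726001 to 107727000, 12 CpGs, 27.7 points). The single Hoxa3 CpG was at 100% and 0% in the vehicle libraries. In the Nr2c2 tile the CpG at 92090226, outside the promoter, was at 72.0% and 100% with vehicle and at 100% in both libraries of the combination, and the other 2 were at 0% in all libraries, so the pooled differences depend on how the reads divide between the CpGs. Reads per library over a tile ranged from 13 (Hoxa3) to 503 (Pou3f3).
In 4 of the 9 tiles, those of Foxe1, Gfi1, Irf4 and Vdr, both treated libraries lay on the same side of both vehicle libraries. The overdispersion-corrected p of the 9 tiles ranged from 0.0821 to 0.334. Compared directly with C29 alone, the combination differed at Foxe1 and Hoxa3, and compared with 5-azadC alone it differed at Hoxa3, in tiles that partly held other CpGs. On the CpGs tested against vehicle, with any number of reads in the single-drug libraries, the combination differed by at least 25 points from C29 alone at Foxe1 (-51.2), Hoxa3 (41.0) and Pou3f3 (-25.8, where 2 of the 10 CpGs had 10 reads in both C29 libraries), and from 5-azadC alone at Foxe1 (-27.8) and Hoxa3 (100). At Nr2c2 these values were 55.8 and 58.4 points, with 18 reads of C29 replicate 1, 0 of C29 replicate 2, and 13 and 3 of 5-azadC at the CpG that was methylated. The number of tiles called fell to 7 and 4 without vehicle replicates 1 and 2, and to 4 and 6 without replicates 1 and 2 of the combination, and more CpGs were tested in some tiles. Foxe1 was called each time, but not with the coverage minimum lowered to 5 reads (-20.9 points over 13 CpGs) or over CpGs with 10 reads in any library (-20.2 points over 24 CpGs), the latter an alternative chosen after the data were seen. Without vehicle replicate 1 the differences were 16.8 points at Gfi1, 11.4 at Nr2c2, 100 at Hoxa3 and -44.0 at Vdr, and without vehicle replicate 2 they were 21.9 at Gfi1, 23.3 at Nr2c2, 0 at Hoxa3, -9.23 at Pou3f3 and -2.98 at Vdr. Without C29+5-azadC replicate 1 they were 6.87 points at Nr2c2, -18.0 at Tead2, -22.9 at Zbtb20, -24.7 at Irf4 and -10.7 at Gfi1, and without replicate 2 -17.9 at Pou3f3, -7.90 at Vdr and -1.19 at Irf4. The Gfi1 value of -10.7 covers 24 CpGs, and on the 12 CpGs above replicate 2 alone, at 42.3%, was higher than both vehicle libraries (0% and 20.9%).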

Dual inhibition of ERRα and DNMT specifically induced promoter hypomethylation of six of these nine prognostic TFs: IRF4, FOXE1, VDR, TEAD2, POU3F3, and ZBTB20 (Fig. 5g and Supplementary Table 3). Both VDR and ZBTB20 were previously shown to operate as tumor suppressors in cancer [35, 36]. IRF4 has also been found to have both oncogenic and tumor suppressive activities in hematological cancer [37, 38]. Further examination with TF motif enrichment analysis revealed strong differences in potential TFs implicated in the response to each treatment (Fig. 5h). Intriguingly, the IRF4 motif was specifically enriched after co-treatment with C29 and 5-azadC (Fig. 5h), a condition found to demethylate the *IRF4* promoter (Fig. 5g). Thus, the computational analysis highlights IRF4 as a potential active participant in mediating the anti-tumor effects observed. 

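Irf4 lies on the plus strand of chromosome 13 from 30749226 to 30766976 (GRCm38), and the tile called in its promoter spans 30748001 to 30749000. For the combination against vehicle, 2 CpGs of this tile passed the coverage minimum, and their pooled methylation was 87.1% and 88.6% in the vehicle libraries (147 and 88 reads) and 68.4% and 43.5% with both drugs (136 and 85 reads). The difference of -28.8 percentage points (logistic test, q = 9.4e-12) compares with a distance of 24.9 points between the treated libraries. Without C29+5-azadC replicate 2, when 4 CpGs passed the minimum, it was -1.19 points, although on the 2 CpGs above replicate 1 alone was also below both vehicle libraries. With the coverage minimum lowered to 5 reads, over 4 CpGs, it was -8.89 points, and over the 15 CpGs with 10 reads in any library, an alternative chosen after the data were seen, it was -0.202 points. It was -52.9 points in a 500 bp tile with 1 CpG, -28.8 points with the coverage minimum raised to 20 reads, and -29.8 and -28.3 points without vehicle replicates 1 and 2, and was called in each of these. Over the promoter itself (3 CpGs) it was -17.2 points, and without C29+5-azadC replicate 1 (4 CpGs) it was -24.7 points, neither of them called. Summed over all 24 cytosines of the 1000 bp upstream of the start site that had at least 10 reads in any library, methylation was 42.6% and 42.6% with vehicle, and 47.8% and 35.7% with both drugs.
Motifs were sought in 1 promoter per gene, in 1598 promoters with a DMR and 18053 tested promoters without one. The 8-base consensus drawn for IRF4 in Fig. 5h, CCGTTTCA, occurred in 1.13% of promoters with a DMR and in 1.10% of those without (odds ratio 1.02, two-sided Fisher's exact test, p = 0.90, and 0.90 after Benjamini-Hochberg adjustment over the 9 motif tests). For C29 alone its odds ratio was 0.502 (two-sided Fisher's exact test, p = 0.0866), and for 5-azadC alone 0.736 (p = 0.328 by the same exact test). For the combination, its common odds ratio over 20 strata of CpG number was 1.22 (95% confidence interval 0.742 to 2.01). Of promoters with no tested tile in the combination, 0.539% held this consensus, so the comparison depends on the promoters used as background. The interferon-stimulated response element GAAANNGAAA, which IRF factors bind, occurred in 12.6% of promoters with a DMR in the combination and in 12.4% of those without (odds ratio 1.02, two-sided Fisher's exact test, p = 0.751).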

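The CpG at 30748486 on the minus strand of chromosome 13, within the plus-strand sequence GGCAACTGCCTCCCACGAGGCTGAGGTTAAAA (30748470 to 30748501), carried most of the difference in the Irf4 tile. It was 74.3% and 77.3% methylated with vehicle, 43.5% and 48.6% with C29, 0% and 12.0% with 5-azadC, and 36.8% and 0% with both drugs, on 27 to 100 reads per library. On the opposite strand the neighboring cytosine at 30748485 stood at 38.5% and 21.7% with vehicle and at 88.9% and 0% with both drugs, the latter on 9 and 10 reads. The CpG at 30748529, within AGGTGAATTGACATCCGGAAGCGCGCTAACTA (30748513 to 30748544), was fully methylated in 6 of the 8 libraries, at 61.0% in replicate 2 of 5-azadC and at 88.1% in replicate 2 of the combination. Against vehicle the tile differed by -7.67 points with C29 and by -14.1 points with 5-azadC, over 5 CpGs each. On the 2 CpGs tested for the combination, where the combination differed by -28.8 points, C29 alone differed by -14.9 points and 5-azadC alone by -48.3 points. Compared directly, the combination differed from C29 alone by -13.9 points and from 5-azadC alone by 19.5 points, and neither difference reached 25 points. From the lower methylation of the IRF4 promoter and the enrichment of the IRF4 motif after co-treatment, the paper proposes IRF4 as a potential active participant in the anti-tumor effects.

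**Figure D3:**
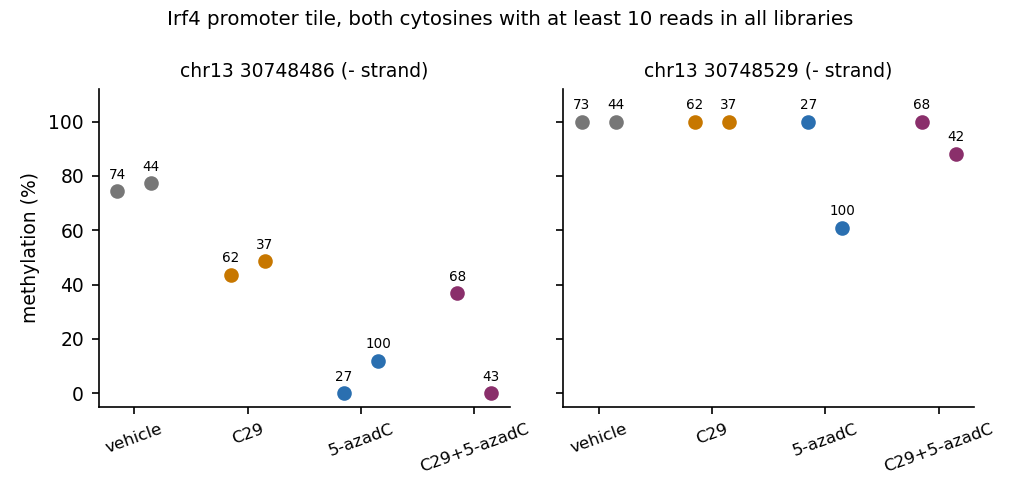
Methylation (percent) of both cytosines of the Irf4 promoter tile that had at least 10 reads in all libraries, 1 point per library, with its number of reads above it. The cytosine at 30748486 is at 74.3% and 77.3% with vehicle and at 36.8% and 0% with both drugs.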

Alongside this implication, we noted that the strongest motif enriched in the combined treatment group was for ETV1, a member of the ETS family of TFs and well-known as an oncogene in several cancer types including BC [39]. 

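ETS factors such as ETV1 bind the consensus CCGGAAGT. It occurred in 3.00% of the promoters with a DMR in the combination and in 6.06% of the tested promoters without one (odds ratio 0.480, two-sided Fisher's exact test, p = 7.3e-08, adjusted p = 3.3e-07). For C29 it occurred in 4.07% against 5.85% of promoters (odds ratio 0.682, p = 0.00698 by the same exact test), and for 5-azadC in 2.94% against 5.90% (odds ratio 0.484, p = 4.4e-08). The consensus contains CCGG, the site cut by the enzyme MspI that RRBS usually employs, and CCGG was present in 88.5% of the tested promoters but in 38.0% of promoters with no tested tile. Promoters with a DMR held a median of 15 CpGs, tested promoters without one 27, and promoters not tested 7. Over 20 strata of CpG number, the common odds ratio of the consensus was 0.681 (95% confidence interval 0.506 to 0.918) for the combination and 0.682 (0.510 to 0.913) for 5-azadC. For C29 it was 0.929 (0.694 to 1.24), an interval that includes 1. No promoter tile of Etv1 was called in any comparison, and its differences lay between -0.0499 and 0.231 points. De novo motif discovery with Homer was not run here.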

Considering that a role for IRF4 in BC has never been explored, we next sought to investigate its potential tumor suppressor activity in this context.

**Fig. 5:**
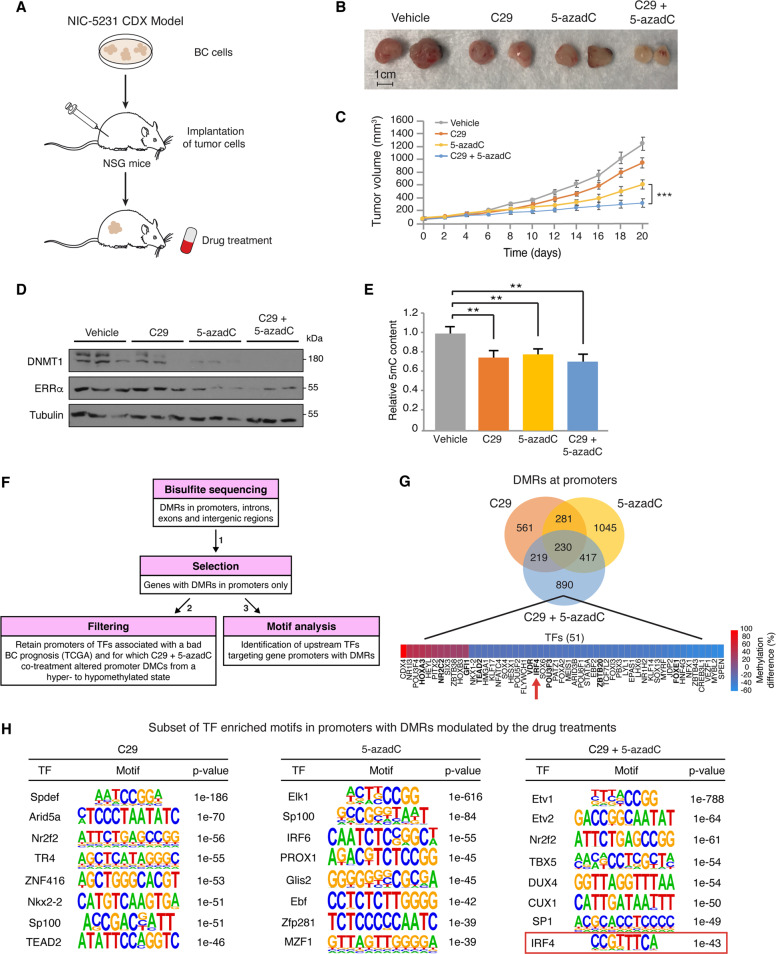
Decitabine and C29 act in concert to suppress BC tumor growth in vivo. **a** Schematic illustrating the establishment of a mouse BC CDX model from NIC-5231 cells for pharmacological drug testing in a pre-clinical setting. **b** Representative images of tumors extracted at endpoint (20 days post-treatment) from mouse mammary fat pads illustrating the effect of the different drug regimens on tumor size. **c** Tumor growth curves following administration of C29 (10 mg/kg), 5-azadC (1 mg/kg) or a combination of both drugs (*n* = 5 for each group). **d** Immunoblots of DNMT1 and ERRα in tumors after a 20-day drug regimen (*n* = 3 samples per group are shown). Tubulin is shown as a loading control. **e** Relative quantification of 5-methylcytosine levels in tumors after 20 days of treatment (*n* = 5 per group). **f** Computational pipeline developed for the identification of genes of interest from the RRBS analysis on tumors of mice treated with the different drug regimens. **g** Venn diagram representing the overlap of the number of DMRs in gene promoters after treatment with C29, 5-azadC or a combination of both drugs. A heatmap of the 51 transcription factors found with differential promoter methylation after C29 and 5-azadC co-treatment is shown. Red represents promoter hypermethylation, while blue designates promoter hypomethylation. The red arrow points at the transcription factor IRF4. **h** Subset of TF motif enrichment analysis performed on the total list of DMRs identified following treatment with C29, 5-azadC or a combination of both drugs. The IRF4 motif (boxed in red) was specifically enriched in promoters with DMRs of tumors co-treated with C29 + 5-azadC. Data shown in (**c**) and (**e**) represent means ± SEM. **p < 0.01, ***p < 0.001; Student’s *t* test.

### Combined C29 and 5-azadC treatment reverses *IRF4* promoter hypermethylation in BC

We first aimed to confirm in silico the methylation status of *IRF4* in cancer. The SMARTapp revealed the existence of 16 CpGs with available methylation data for this gene. Aggregating the mean methylation levels of all CpGs, *IRF4* is significantly hypermethylated in BC as well as in almost every other cancer type within the TCGA collection (Fig. 6a and Supplementary Fig. 6a). Specifically, 10 out of 16 CpGs are localized in the *IRF4* promoter (Fig. 6b). According to SMARTapp, these ten sites are all hypermethylated in BC with nine displaying a significant positive correlation with poor overall survival (Fig. 6b–e and Supplementary Fig. 6b). Moreover, their methylation status negatively correlated with gene-level expression, confirming that hypermethylation of the *IRF4* promoter would lead to *IRF4* silencing (Fig. 6f–h and Supplementary Fig. 6c). To validate this, we selected one CpG site within each of the three CpG islands found within the *IRF4* promoter (Fig. 6b), and performed methylation-specific quantitative PCR (MS-qPCR), a technique that allows direct evaluation of the methylation status of a specific CpG site [40]. Compared to control SKBR3 cells treated with vehicle, the level of methylation at all three CpG sites tested was significantly reduced by the addition of either C29 or 5-azadC. Remarkably, these effects were additive, as co-treatment of the drugs effectively abrogated *IRF4* promoter CpG methylation (Fig. 6i–k).

**Fig. 6:**
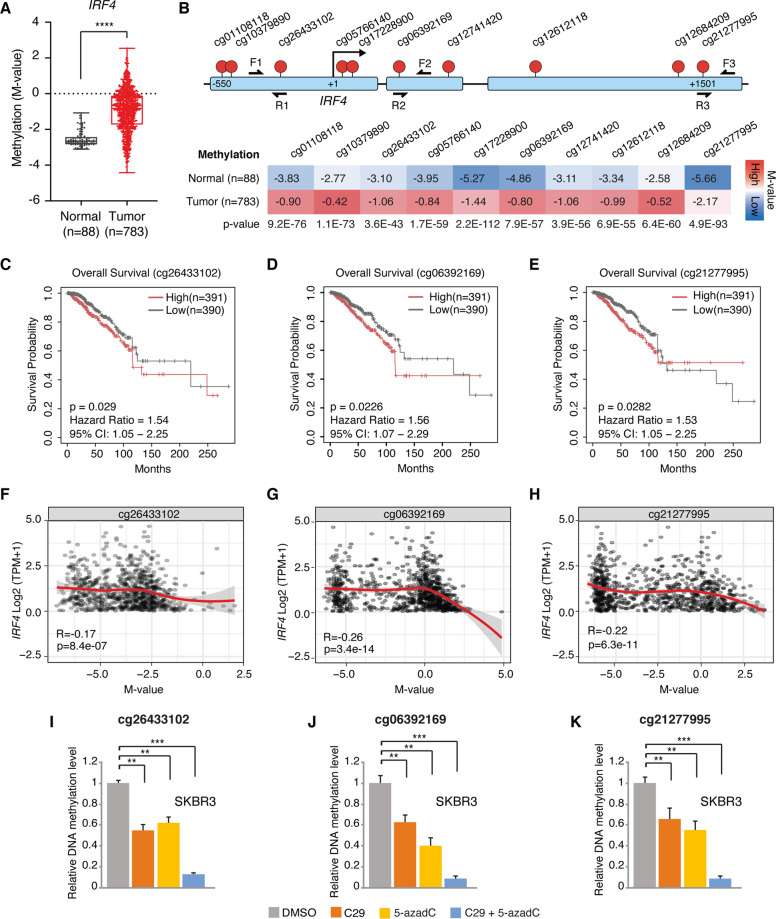
The *IRF4* promoter is hypermethylated in BC patients and correlates with poor overall survival. **a** Box plot showing the methylation status of *IRF4* in BC patients using the mean aggregation of all 16 CpGs referenced within the SMARTapp obtained from the TCGA project. The outer limits of the box represent the 25th (lower quartile) and 75th percentile (upper quartile) with the median value shown inside. Whiskers extend to the lowest and highest values. ****p < 0.0001; Student’s *t* test. **b** Schematic representation of the *IRF4* promoter containing ten CpG sites identified by SMARTapp found within three CpG islands (blue bars). The corresponding relative mean methylation levels for each of the 10 promoter-specific CpG sites in normal tissue and BC tumor samples (*M*-value) are shown. The associated *p* values were calculated using the Student’s *t* test. The pairs of primers used for MS-qPCR analysis in **i**–**k** are represented as F1-R1 for cg26433102, F2-R2 for cg06392169, and F3-R3 for cg21277995. **c**–**e** Kaplan–Meier survival curves derived from the SMARTapp illustrating the correlation between the methylation status (*M*-value) of the *IRF4*-associated CpG sites cg26433102 (**c**), cg06392169 (**d**), and cg21277995 (**e**) with BC patient overall survival. **f**–**h** Spearman correlation curves obtained from the SMARTapp showing the association between the methylation status (*M*-value) of the *IRF4*-associated CpG sites cg26433102 (**f**), cg06392169 (**g**), and cg21277995 (**h**) and *IRF4* gene-level expression in BC patients (*n* = 853). **i**–**k** Relative methylation levels of the *IRF4*-associated CpG sites cg26433102 (**i**), cg06392169 (**j**), and cg21277995 (**k**) after treatment with C29 (5 μM), 5-azadC (3 μM) or a combination of both drugs for 7 days in SKBR3 cells. Data presented in (**i**–**k**) show means ± SEM. **p < 0.01, ***p < 0.001; Student’s *t* test.

### The suppressive effects of concomitant ERRα and DMNT inhibition on BC growth is dependent on *IRF4* derepression

To verify *IRF4* expression, we performed RT-PCR on SKBR3 cells treated with C29 and/or 5-azadC, or vehicle control, using primers designed to amplify a 200 bp cDNA region of *IRF4*. In accordance with the state of *IRF4* promoter methylation (Fig. 6i–k), we could not detect *IRF4* in SKBR3 cells under basal conditions or in response to C29 or 5-azadC treatment alone (Fig. 7a). However, co-administration of both drugs resulted in amplification of the *IRF4* cDNA (Fig. 7a), thus confirming that concurrent inhibition of ERRα and DMNT can successfully derepress the *IRF4* gene that was silenced by promoter hypermethylation. We next sought to provide evidence for a tumor suppressive action of *IRF4* re-activation underlying the therapeutic benefit to a combined ERRα and DNMT drug therapy in BC. Accordingly, SKBR3 cells were first infected with either a non-specific shRNA (shNTC) or with one of two different shRNAs targeting *IRF4* (Fig. 7b). Subsequently, the cells were exposed to either a combined C29 and 5-azadC drug regimen or vehicle control and the impact on cellular growth was evaluated (Fig. 7c and Supplementary Fig. 7). As expected, knockdown of *IRF4* had no impact on cell growth in the vehicle condition, a context in which *IRF4* is already silenced (Supplementary Fig. 7). In stark contrast, while C29 and 5-azadC inhibited cell proliferation, this effect was demonstrated to be IRF4-dependent as shRNA-mediated suppression of *IRF4* could significantly restore cell growth capabilities, underscoring an anti-proliferative function of IRF4 in BC cells (Fig. 7c). Finally, we interrogated the PRECOG website (https://precog.stanford.edu/) [41] to investigate the correlation between *IRF4* expression and patient overall survival in BC. Our analysis confirmed a positive correlation between *IRF4* expression and favorable patient outcome, thus validating our findings that IRF4 plays a tumor suppressor role in BC (Fig. 7d, e).

**Fig. 7:**
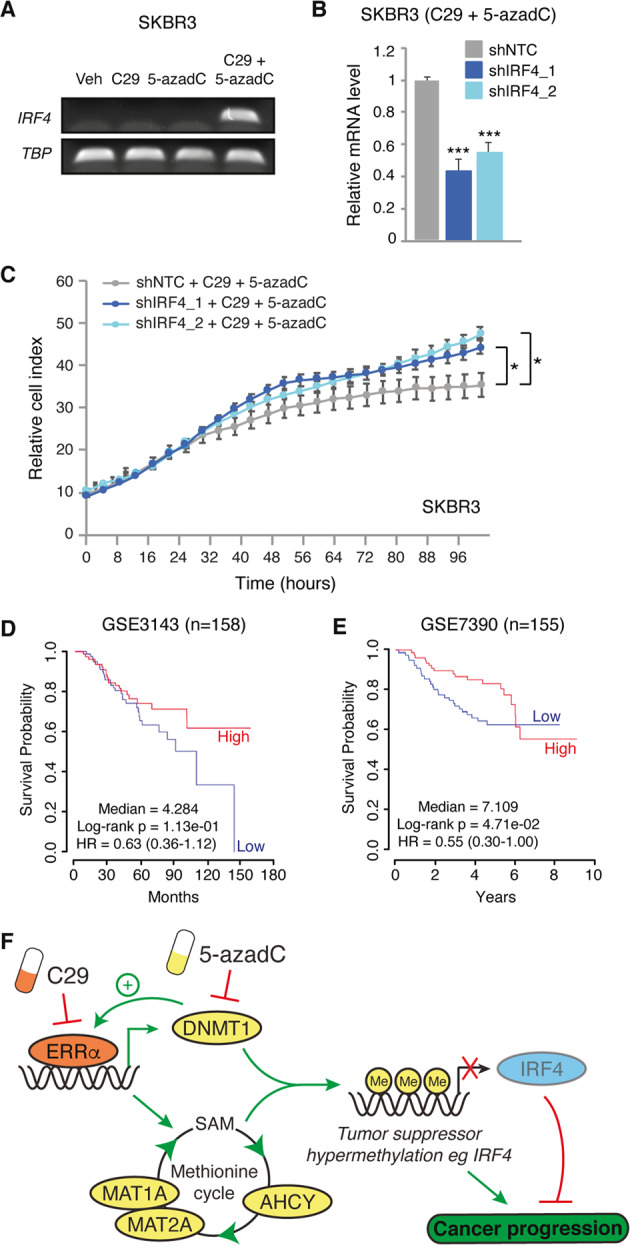
IRF4 is a tumor suppressor in BC re-expressed upon co-treatment with C29 and 5-azadC. **a** Agarose gel electrophoresis showing PCR product amplification of IRF4 cDNA following treatment with C29 (5 μM), 5-azadC (3 μM) or a combination of both drugs for 7 days in SKBR3 cells. **b** Relative mRNA levels of *IRF4* in SKBR3 cells infected with shRNAs against IFR4 after treatment with C29 (5 μM), 5-azadC (3 μM) or a combination of both drugs for 7 days. **c** Normalized cell index curves representing proliferation of SKBR3 cells infected with either a control shRNA (shNTC) or two different shRNAs against IRF4 in the presence of C29 (5 μM) and 5-azadC (3 μM). Data represent one experiment performed with five replicates. **d**, **e** Kaplan–Meier survival curves representing the positive correlation between *IRF4* mRNA expression and overall survival of BC patients in two independent cohorts consisting of 158 patients (GSE3143) (**d**) and 155 patients (GSE7390) (**e**). **f** Model illustrating how pharmacological inhibition of the inter-connected factors ERRα and DNMT1 can halt BC progression by simultaneously repressing methionine cycle metabolism and DNA methylation. Consequent epigenetic modulation impinges on the newly attributed tumor suppressor gene IRF4 in BC with C29 and 5-azadC co-treatment promoting IRF4 derepression. Data shown in **b** and **c** represent means ± SEM. *p < 0.05, ***p < 0.001; Student’s *t* test.

## Discussion

In this study, we identified a new ERRα-dependent regulatory pathway conserved across species linking cell metabolism and DNA methylation. We show that ERRα, a major regulator of cellular metabolism, coordinates SAM synthesis through the methionine cycle while driving DNMT1 expression to promote DNA methylation. Genetic or pharmacological inhibition of ERRα repressed DNMT1 expression, the activity of the methionine cycle and, ultimately, global DNA methylation. Reciprocally, we uncovered that inhibiting DNMT1 diminishes ERRα levels, suggesting that DNMT1 directly influences cell metabolism. ERRα activity and DNMT1 expression were found to positively correlate in BC patients independent of BC subtype, reinforcing the molecular link between these two genomic regulators. Of clinical relevance, targeting ERRα with the specific inhibitor C29 significantly increased the sensitivity of BC cells to the DNMT inhibitor decitabine both in vitro and in vivo. A large-scale analysis of DNA methylation further revealed that co-treatment with both drugs alters promoter methylation of a specific set of genes, leading to the identification and functional characterization of *IRF4*, found to possess tumor suppressor activity in BC and derepressed in this context.

While DNA methylation is tightly bound to the metabolic state of the cell, active DNA demethylation also occurs and depends on the availability of specific metabolites. Indeed, we observed that ERRα inhibition induced the expression of the demethylase TET3, suggesting that ERRα could also be involved in active DNA demethylation (Fig. 1). However, we speculate that loss of DNA methylation linked to ERRα inhibition is more likely due to a lack of DNMT1 activity than to an increase in demethylase activity. This hypothesis is supported by our recent report demonstrating that ERRα inhibition depletes the available pool of αKG [21], a required cofactor of dioxygenase enzymes such as the TET DNA demethylases. αKG is mostly synthesized through glutaminolysis in cancer, a pathway regulated by ERRα in BC [42], and is an important intermediate of the TCA cycle involved in many cellular functions such as anti-oxidation, protein, and lipid synthesis, as well as cellular respiration [43].

The methionine cycle is central to several essential metabolic pathways. Notably, methionine combines with ATP to produce SAM, the principal methyl donor for methylation of proteins, DNA, RNA, and lipids [44]. By donating one carbon for methylation, SAM generates SAH, the precursor of homocysteine which can ultimately produce glutathione, the main cellular antioxidant [45]. However, regeneration of methionine from homocysteine has been proven to be low in cancer cells, rendering them highly dependent on exogenous methionine [14, 46]. Hence, dietary methionine restriction is under intense investigation as a potential anti-cancer therapy and has shown promising results in improving metabolism, increasing lifespan and preventing cancer cell growth in numerous contexts [47–52]. Given the clear importance of methionine in cancer, the mechanisms through which methionine cycle enzymes are regulated must be well understood. Here, we show that ERRα positively regulates the expression of several methionine cycle genes, influencing the levels of intermediate metabolites. These findings are significant in the light of our recent work showing that ERRα represses the folate cycle and that ERRα inhibition leads to an increase in purine biosynthesis [18]. Considering the intimate relationship between these two pathways as the recycling of methionine links the methionine and the folate cycles, nucleotide synthesis and NADH/NADPH production, it raises the question as to why ERRα would regulate these programs differently [53–55]. One possible reason stems from a recent study demonstrating that the methionine and folate cycles compete for metabolites involved in DNA methylation, nucleotide synthesis, and anti-oxidation [56]. This suggests that ERRα might act as a switch or sensor to balance these processes [57], which could be particularly important in cancer cells where high nucleotide synthesis, elevated oxidative states, and DNA hypomethylation are often observed.

Cancer cell DNA is characterized by promoter hypermethylation of tumor suppressor genes that induces their silencing. Thus, demethylating agents such as 5-azadC have been proposed as anti-cancer therapies with the intention of re-establishing tumor suppressor expression. 5-azadC is currently used clinically for the treatment of myelodysplastic syndrome and other leukemias, where the drug has received FDA approval [58]. However, clinical development of this drug is still prohibited in solid tumors due to substantial toxicity [59]. Nevertheless, anti-tumor activity of 5-azadC has been reported in BC patients with a response rate of up to 50% and, more recently, levels of DNMT proteins have been proposed as biomarkers for decitabine response in TN BC [28, 60]. These observations suggest that a better understanding of the mechanisms of regulation of DNA methylation in BC might help to improve the use of demethylating agents in anti-cancer regimens. Here, our work shows DNMT1 supporting ERRα as a driver of DNA methylation to fuel BC development, thus highlighting a therapeutic advantage of targeting both factors (Fig. 7f). We have shown that the combinatorial drug therapy induces a new anti-tumor mechanism involving promoter demethylation of *IRF4*, a previously unknown tumor suppressor gene in this context. In support of our findings, it is interesting to note that significantly higher methylation in *IRF4* was previously observed in HER2+ breast tumors in relation to normal breast tissues [61], and that high IRF4 expression associates with improved outcome in HER2+ node-negative BC [62]. While our work shows that *IRF4* silencing indeed promotes tumor growth, further studies will be needed to fully decipher the exact anti-tumor program driven by IRF4 in BC, as well as the signaling pathways controlling its expression in both normal and BC tissues.

Taken together, our study offers a new therapeutic avenue for BC treatment by simultaneously targeting the methionine cycle and DNA methylation via the combined actions of ERRα and DNMT inhibitors, while potentially reducing the toxic side-effects associated to high doses of demethylating agents. Finally, it will be interesting to establish whether this combination therapeutic approach could be beneficial for other non-hematopoietic cancers.

## Materials and methods

Details of all methods are found in Supplementary Information.

### Accession numbers

RRBS datasets from mouse tumor xenografts have been deposited in the NCBI Gene Expression Omnibus (GEO; https://ncbi.nlm.nih.gov/geo/) under the accession number GSE149603.

## Supplementary information

Supplementary Information

Supplementary Tables

# Supplementary material for: Inhibition of DNMT1 and ERRα crosstalk suppresses breast cancer via derepression of IRF4
**Source:** Oncogene. 2020 Aug 27;39(41):6406–20. doi: 10.1038/s41388-020-01438-1

**Inhibition of DNMT1 and ERRα Crosstalk Suppresses Breast Cancer via Derepression of *IRF4***

**Mathieu Vernier, Shawn McGuirk, Catherine R. Dufour, Sydney Wan, Etienne Audet-Walsh, Julie St-Pierre, Vincent Giguère**

**Supplementary Information**

**Document S1. Materials and Methods, Supplementary References, Supplementary Figs. 1-7 and Tables 1-4 (one Excel file)**

**Materials and Methods**

**Cell lines and reagents**

BT474, SKBR3, MCF-7, MDA-MB-231, MDA-MB-436 and MDA-MB-468 cell lines were originally obtained from American Type Culture Collection (ATCC) and maintained in DMEM supplemented with 10% fetal bovine serum (FBS). ERRα WT and null MEFs derived from mice with a C57BL/6J genetic background were maintained in DMEM supplemented with 10% FBS. NIC-5231 and NIC-5257 cells were maintained in DMEM supplemented with 5% FBS, 5 ng ml^−1^ EGF, 1 μg ml^−1^ hydrocortisone, 5 μg ml^−1^ insulin (all from Wisent) and 35 μg ml^−1^ Bovine Pituitary Extract (Hammond Cell Tech). All cell lines were assessed for mycoplasma contamination after thawing as well as once per month. C29 and 5-aza-2’-deoxycytidine (Sigma Aldricht) treatments were carried out at a concentration of 5 μM each for 24 hours unless otherwise indicated. Bafilomycin A1 (Sigma Aldricht) treatment was carried out at a concentration of 20 nM. Cells treated with lapatinib (Sigma Aldricht) were carried out at 1 μM for 24 hours. Pools of siRNAs against ERRα, DNMT1 and control (ON-Target-Plus siRNA pool) were obtained from Dharmacon. Transfections were performed with Hiperfect (Qiagen). Short hairpin RNAs against *IRF4* were obtained from Sigma-Aldricht (shIRF4_1: TRCN0000014764; shIRF4_2: TRCN0000014765). pLPC-DNMT1 was kindly given by Dr Gerardo Ferbeyre (CRCHUM, Montréal, Québec). ERRα ChIP assays were performed using an anti-ERRα rabbit monoclonal antibody (Abcam, 2131-1) and control anti-rabbit IgG antibody (Santa Cruz, sc-2027). Western blots on total cellular extracts were performed using the following antibodies: ERRα (Abcam, ab76228); DNMT1 (Abcam, ab19905); DNMT3A (Abcam, ab23565); TET3 (Abcam, ab174862); MAT1A (Abcam, ab129176; MAT2A (Abcam, ab77471); LC3B (Cell Signaling, 2775S); and Tubulin (Millipore, #05-661).

**Cell proliferation assay**

2x10^3^ cells were seeded into 96-well plates. The next day, cells were treated with C29 (5 μM), 5-azadC (at the indicated concentrations) or a combination of both drugs and transferred to an IncuCyte ZOOM Live cell analysis system (Essen BioScience). Otherwise, cells were treated with lapatinib (0.25 μM) and/or 5-azadC (3 μM). Cell proliferation was monitored using IncuCyte ZOOM phase-contrast quantification software (2014B). For each assay, three independent experiments each with five replicates were performed and one representative experiment is shown. Data represent means ± SEM. ***p < 0.01,* ****p < 0.001*; Student’s t-test.

**Chromatin immunoprecipitation**

For ChIP analyses, chromatin was prepared from SKBR3 cells cultured for 24 hours with C29 (5 μM) prior to harvesting. Standard ChIP assays were performed as described previously [1] and quantification of ChIP enrichment by real-time quantitative PCR was carried out using the LightCycler480 instrument (Roche) with specific ChIP-qPCR primers listed in Supplementary Table 4. ChIP enrichments were normalized against background enrichment on anti-IgG antibody ChIP control and enrichment over a negative control unbound region. Results are displayed in a representative graph of three independent experiments performed in triplicates. Statistical significance of standard ChIP-qPCR data was performed using unpaired Student's *t*-tests.

**Quantitative RT-PCR**

RNA was extracted and purified using the RNeasy Mini Kit (Qiagen, #74106) following the manufacturer’s protocol. Reverse transcriptase reactions were performed using SuperScript II (Invitrogen). Samples were then analyzed using SYBR-green-based qRT-PCR on a LightCycler 480 instrument (Roche) with specific primers listed in Supplementary Table 4. Relative gene expression levels were normalized against the expression of *TBP*. Results reflect three independent experiments performed in triplicate. Data represent means ± SEM. **p < 0.05,* ***p < 0.01*; Student’s t-test.

**Metabolomics**

Steady-state metabolite abundances were determined using an LC/MS system with unlabeled media. Metabolite abundances were determined by washing 70-80% confluent 10-cm plates of cells with 150 mM ammonium formate at 4°C, quenched in 80% HPLC-grade methanol at -20°C on dry ice, after which the cell slurry was quickly transferred to tubes equilibrated in liquid nitrogen. Then, the samples were phase-separated using acetonitrile, water, and dichloromethane after vigorous bead-beating and vortexing. The aqueous phase was collected and dried in a cold trap at -1°C. Once dry, pellets were maintained at -80°C and solubilized in HPLC water immediately before injection into an Agilent 6430 Triple Quadrupole LC/MS system coupled to ultra-high-pressure liquid chromatography (UHPLC, 1290 Infinity LC System) separation for fast targeted analysis. Data were analyzed using MassHunter software (Agilent). Results reflect three independent experiments each performed with five replicates. Data represent means ± SEM. **p < 0.05,* ***p < 0.01*, ****p < 0.001*; Student’s t-test.

For stable isotope tracer analyses (SITA), cells were seeded in 6-well dishes to achieve 70-80% confluency after 48 hours. Media was then replaced by DMEM without methionine, serine and glycine (Wisent, custom-made, #319-109-CL) supplemented with 10% FBS, 25 mM glucose, 1X sodium pyruvate, 4 mM glutamine, and 0.2 mM ^13^C_5_^15^N-methionine to equilibrate metabolism for 2 hours (metabolite profiling) or 24 hours (DNA methylation profiling). C29 was present in the media throughout. Metabolites were then purified and processed as described above for steady state metabolites. Results reflect three independent experiments each performed with five replicates. Data represent means ± SEM. **p < 0.05,* ***p < 0.01*, ****p < 0.001*; Student’s t-test.

**DNA methylation quantification**

2x10^5^ cells were seeded into 6-cm plates. The next day, cells were treated with C29 (5 μM), 5-azadC (at the indicated concentrations) or a combination of both for 24 hours and genomic DNA was purified using a DNeasy Blood and Tissue purification kit (Qiagen, #69506) following the manufacturer’s protocol. For colorimetric assays, 5-methylcytosine was detected using the MethylFlash Methylated DNA 5-mC Quantification Kit (Epigentek, #P-1034) following the manufacturer’s protocol. Results reflect three independent experiments performed in triplicate.

For DNA methylation profiling in studies with labeled methionine, 5-methylcytosine quantification involved exposure of extracted DNA to acid hydrolysis following a technique developed previously [2]. Briefly, 1 μg DNA was dried at 40°C under nitrogen gas. 100 μL of formic acid was added to the dry pellets and incubated at 130°C for 3.5 hours. After cooling, the acid was dried off at 40°C under nitrogen gas. Dry pellets were resuspended in HPLC water at room temperature for 20 minutes before injection into an Agilent 6430 Triple Quadrupole LC/MS system coupled to ultra-high-pressure liquid chromatography (UHPLC, 1290 Infinity LC System) separation for fast targeted analysis. Data were analyzed using MassHunter software (Agilent). Results reflect three independent experiments each performed with five replicates. Data represent means ± SEM. **p < 0.05,* ***p < 0.01*, ****p < 0.001*; Student’s t-test.

**Reduced Representation Bisulfite Sequencing (RRBS)**

Genomic DNA was extracted from tumor xenografts and purified using the DNeasy Blood and Tissue purification kit (Qiagen, #69506) following the manufacturer’s protocol. For each condition, 2 replicates consisting of a pool of DNA from 2 mice were used. RRBS library preparation and deep sequencing were performed by Diagenode (Denville, New Jersey). Sequencing was performed on an Illumina HiSeq 3000/4000 with 40 million pre-filtered reads per lane, covering 3-4 million CpGs on average. Reads were aligned to the murine reference genome mm10/GRCm38 using bismark v0.20.0. Methylkit v1.7.0, a R/Bioconductor package, was used to perform the differential methylation analysis between the mouse treatment groups. Motif analysis was performed in-house using the command findmotif_genome within the Homer software package [3] whereby the promoters having DMRs for each condition were used as input.

**Methylation-specific quantitative PCR (MS-qPCR)**

Promoter methylation of the *IRF4* gene was investigated using quantitative methylation-specific PCR (Q-MSP) as previously described [4]. Briefly, cells were treated with C29 (5 mM), 5-azadC

(3 mM) or a combination of both drugs for 7 days prior to genomic DNA extraction using the DNeasy Blood and Tissue purification kit (Qiagen, #69506) following the manufacturer’s protocol. Then, genomic DNA was converted by bisulfite treatment using the EpiTect bisulfite kit (Qiagen, #59104) following the manufacturer’s protocol. Hypermethylation of IRF4 CpG islands was then examined by real-time PCR amplification of bisulfite-modified DNA using oligonucleotide primers designed to target either methylated or unmethylated DNA (primers are listed in Supplementary Table 4). *IRF4* CpG islands and methylation-specific qPCR primers were designed with the online software MethPrimer (https://www.urogene.org/methprimer/). The performance of the Q-MSP primers was evaluated by running a standard curve and melting curve before they were applied for quantitative gene methylation analysis. Relative DNA quantity was normalized using primers complementary to a genomic region of the β-actin-encoding gene, Actb, that does not contain CpG dinucleotides but does contain non-CpG cytosines. Results reflect three independent experiments performed in triplicate. Data show means ± SEM. **p < 0.01, ***p < 0.001; Student’s t-test.

**Xenografts**

To determine the ideal concentration of 5-azadC to be used, we first performed a pilot study where 1, 2.5, 5 or 10 mg/kg of 5-azadC were injected intraperitoneally every two days in NSG mice 5-7 weeks old. The maximum tolerable dose (MTD) was defined as the dose at which all animals survived for 4 weeks, and at which overt clinical signs of toxicity (loss of body weight, general weakness, severe hair loss, or shaggy coat) were absent. While treatments with 5 or 10 mg/kg of 5-azadC were lethal for most of the mice tested, a dosage of 2.5 mg/kg induced loss of body weight and signs of weakness. Treatment with 1 mg/kg every 2 days was well tolerated and was taken as the MTD. Then, 1x10^6^ NIC-5231 cells were injected into the mammary fat pad of 5-7-week-old NSG mice (n=20 mice total). When tumors were palpable, mice were randomly assigned to either a control group (vehicle) or a treatment group (n=5 mice per group; the investigator was not blinded during group allocation). C29 (10 mg/kg) and/or 5-azadC (1 mg/kg) were resuspended in saline/30%PEG/5%DMSO and administered by intraperitoneal injection every 2 days. Tumor size was assessed in a blinded fashion using calliper measurements and the experiment was terminated when the largest tumor had reached the maximum tumor size limit (1.5 mm^3^). All animal studies were approved by the McGill University Animal Care Committee (UACC).

**Biostatistical analysis**

Biostatistical analysis was conducted on three independent cohorts of breast cancer patients comprising baseline gene expression profiles of primary breast tumors (GSE2034; E-TABM-158; GSE24450). Unsupervised hierarchical clustering of tumor samples was performed with Gene Cluster 3.0 using the hierarchical linkage method after filtering data to keep expression of the genes of a previously published ERRα gene signature [5] (Supplementary Table 1) and visualized using JavaTreeView [6]. Vertical scatter plots were generated with GraphPad Prism 8 by comparing relative gene expression of the indicated genes between the two clusters of patients identified in each cohort.

**Supplementary References**

1 Chaveroux C, Eichner LJ, Dufour CR, Shatnawi A, Khoutorsky A, Bourque G *et al*. Molecular and genetic crosstalks between mTOR and ERRα are key determinants of rapamycin-induced non-alcoholic fatty liver. *Cell Metab* 2013; 17: 586-598.

2 Maddocks OD, Labuschagne CF, Adams PD, Vousden KH. Serine metabolism supports the methionine cycle and DNA/RNA methylation through de novo ATP synthesis in cancer cells. *Mol Cell* 2016; 61: 210-221.

3 Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P *et al*. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* 2010; 38: 576-589.

4 Nikolaidis G, Raji OY, Markopoulou S, Gosney JR, Bryan J, Warburton C *et al*. DNA methylation biomarkers offer improved diagnostic efficiency in lung cancer. *Cancer Res* 2012; 72: 5692-5701.

5 Chang CY, Kazmin D, Jasper JS, Kunder R, Zuercher WJ, McDonnell DP. The metabolic regulator ERRα, a downstream target of HER2/IGF-1R, as a therapeutic target in breast cancer. *Cancer Cell* 2011; 20: 500-510.

6 Saldanha AJ. Java Treeview--extensible visualization of microarray data. *Bioinformatics* 2004; 20: 3246-3248.

**Supplementary Fig. Legends**

**Supplementary Fig. 1. ERRα targets genes involved in DNA methylation and the methionine cycle. a.** Duplicate ChIP-seq binding profiles of ERRα on the indicated genes in both BT474 and SKBR3 cells. The location of primers used for standard ChIP-qPCR validation of ERRα binding to these genes in Figure 1b are shown. **b.** Immunoblots of ERRα and DNMT1 in the ER+ BC cell line MCF7 post-transfection for 48 hours with siRNAs against ERRα. Tubulin is shown as a loading control. **c-e.** Immunoblots of ERRα and DNMT1 in the TNBC cell lines MDA-MB-231 (**c**), MDA-MB-436 (**d**) and MDA-MB-468 (**e**) post-transfection for 48 hours with siRNAs against ERRα. Tubulin is shown as a loading control.

**Supplementary Fig. 2. ERRα is a driver of DNA methylation.** Quantification of 5-methylcytosine by colorimetric assays in ERRα KO MEFs compared to WT. Results reflect three independent experiments performed in triplicate. Data represent means ± SEM. **p < 0.05*; Student’s t-test.

**Supplementary Fig. 3. Correlation between ERRα activity and genes linked to DNA methylation and the methionine cycle.** Relative expression of key genes involved in the methionine cycle and DNA methylation between patients with low (blue) and high (yellow) ERRα activity for each BC patient cohort. Gene expression values were extracted from microarray data after normalization and were log2 transformed. Data show means ± SEM; Student’s t-test.

**Supplementary Fig. 4. Dual inhibition of ERRα and DNMT in ER+ and TNBC cell lines augments BC cell growth hindrance *in vitro.* a-d.** Immunoblots of ERRα and DNMT1 in the ER+ BC cell line MCF-7 (**a**) and in the TNBC cell lines MDA-MB-231 (**b**), MDA-MB-436 (**c**) and MDA-MB-468 (**d**) after treatment with C29 (5μM) and/or 5-azadC (3μM) for 24h. **e** Immunoblots of ERRα, DNMT1 and DNMT3a in SKBR3 cells after treatment with lapatinib (1uM) and 5-azadC (3μM) for 24h. **f.** Normalized cell index curves representing proliferation of SKBR3 cells in the presence of lapatinib (0.25 uM) and/or 5-azadC (3μM). Three independent experiments each with five replicates were performed and one representative experiment is shown. Data shown in **f** represent means ± SEM.

**Supplementary Fig. 5. RRBS analysis in a mouse NIC-5231 CDX model treated with ERRα and/or DNMT inhibitors. a-c** Percentage of hyper and hypomethylated DMCs in tumors extracted from mice treated with either C29 (**a**), 5-azadC (**b**), or both drugs (**c**) for 20 days. **d-f** Percentage of DMCs found in introns, promoters, exons or intergenic regions in tumors extracted from mice treated with either C29 (**d**), 5-azadC (**e**), or both drugs (**f**) for 20 days. **g-i** KEGG pathway enrichment analysis of the total list of genes with DMCs, regardless of the genomic location of the DMCs relative to genes, in tumors extracted from mice treated with either C29 (**g**), 5-azadC (**h**), or both drugs (**i**) for 20 days.

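Each DMC was assigned to a promoter (the 1000 bp upstream of a transcription start site of the GENCODE M21 annotation), an exon, an intron or an intergenic region, in this order of priority. With C29, 16.6% of DMCs lay in promoters, 22.3% in exons, 32.2% in introns and 29.0% in intergenic regions. With 5-azadC these shares were 14.4%, 21.9%, 34.5% and 29.3%, and with both drugs they were 14.8%, 21.7%, 34.0% and 29.6%. Promoters held a larger share of the CpGs that could have been called, 34.4% with C29, 33.3% with 5-azadC and 33.0% with both drugs. A tested promoter CpG was therefore called less often (5.93%, 6.58% and 6.88%) than a tested intergenic CpG (21.1%, 25.3% and 25.0%, in the same order). With a promoter taken as 1000 bp on either side of the start site, promoters held 33.2%, 28.4% and 29.3% of the DMCs and exons 11.0%, 12.4% and 12.0%. These shares have no replicate error, because the DMCs of a comparison rest on all its libraries together.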

**Supplementary Fig. 6. *IRF4* methylation status in cancer. a** Box plot showing the pan-cancer methylation status of *IRF4* from the TCGA project using a mean aggregation of all 16 CpGs referenced within the SMARTapp. The outer limits of the box represent the 25^th^ (lower quartile) and 75^th^ percentile (upper quartile) with the median value shown inside. Data points outside the limits of the whiskers are outliers. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns=not significant; Wilcoxon rank sum test and Benjamini-Hochberg adjusted. **b** Kaplan-Meier survival curves derived from the SMARTapp illustrating the correlation between the methylation status (M-value) of the indicated *IRF4*-associated CpG sites with BC patient overall survival. **c** Spearman correlation curves obtained from the SMARTapp showing the association between the methylation status (M-value) of the indicated *IRF4*-associated CpG sites and *IRF4* gene-level expression in BC patients (n=853).

**Supplementary Fig. 7. Knockdown of the silenced tumor suppressor gene IRF4 has no effect on BC cell growth.** Normalized cell index curves representing proliferation of SKBR3 cells infected with either a control shRNA (shNTC) or 2 different shRNAs against IRF4 in the presence of vehicle (DMSO). The *IRF4* gene is already hypermethylated and repressed in BC cells and in a control experiment we show that shRNA-mediated silencing of IRF4 has no further effect. Data represents means ± SEM of one experiment with five replicates performed.

**Supplementary Table 1.** A gene signature reflective of ERRα activity used to separate patients with low versus high ERRα activity in BC patients.

**Supplementary Table 2.** Total list of genes with promoter DMRs found modulated in tumors from an established mouse CDX model treated with either C29, 5-azadC or a combination of both drugs compared to vehicle (DMSO).

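Each value in this table is a methylation difference in percentage points, treated minus vehicle, so that a negative value means lower methylation with the drug. The copy used here lists 1289 genes for C29, 1971 for 5-azadC and 1754 for the combination. These are the paper's counts. A tested 1000 bp tile was found here for 1282, 1954 and 1737 of them. The difference computed here lay within 1 percentage point of the table's value for 1030 genes with C29, 1003 with 5-azadC and 1544 with the combination.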

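Of the 890 genes that the paper lists with promoter DMRs only after co-treatment, 880 were found by name in the annotation, and 878 had a tested promoter tile. Of these, 861 had a promoter DMR in the combination against vehicle here (98.1%), 860 with the same sign as in the table, and 840 had one in the combination only. Compared directly, 385 of 815 of the listed genes that could be tested differed between the combination and C29 alone (47.2%), 295 of 823 differed between the combination and 5-azadC alone (35.8%), and 172 differed from both.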

**Supplementary Table 3.** List of the 890 genes with promoter DMRs found uniquely modulated in tumors of an established mouse CDX model co-treated with C29 and 5-azadC. Within this list, 9 of 51 TF's were found to associate with poor outcome in BC patients determined using the SMARTapp of which 6 were found hypomethylated in response to C29 and 5-azadC co-administration.

**Supplementary Table 4.** Human primers used for ChIP-qPCR, qRT-PCR and MS-qPCR analysis.

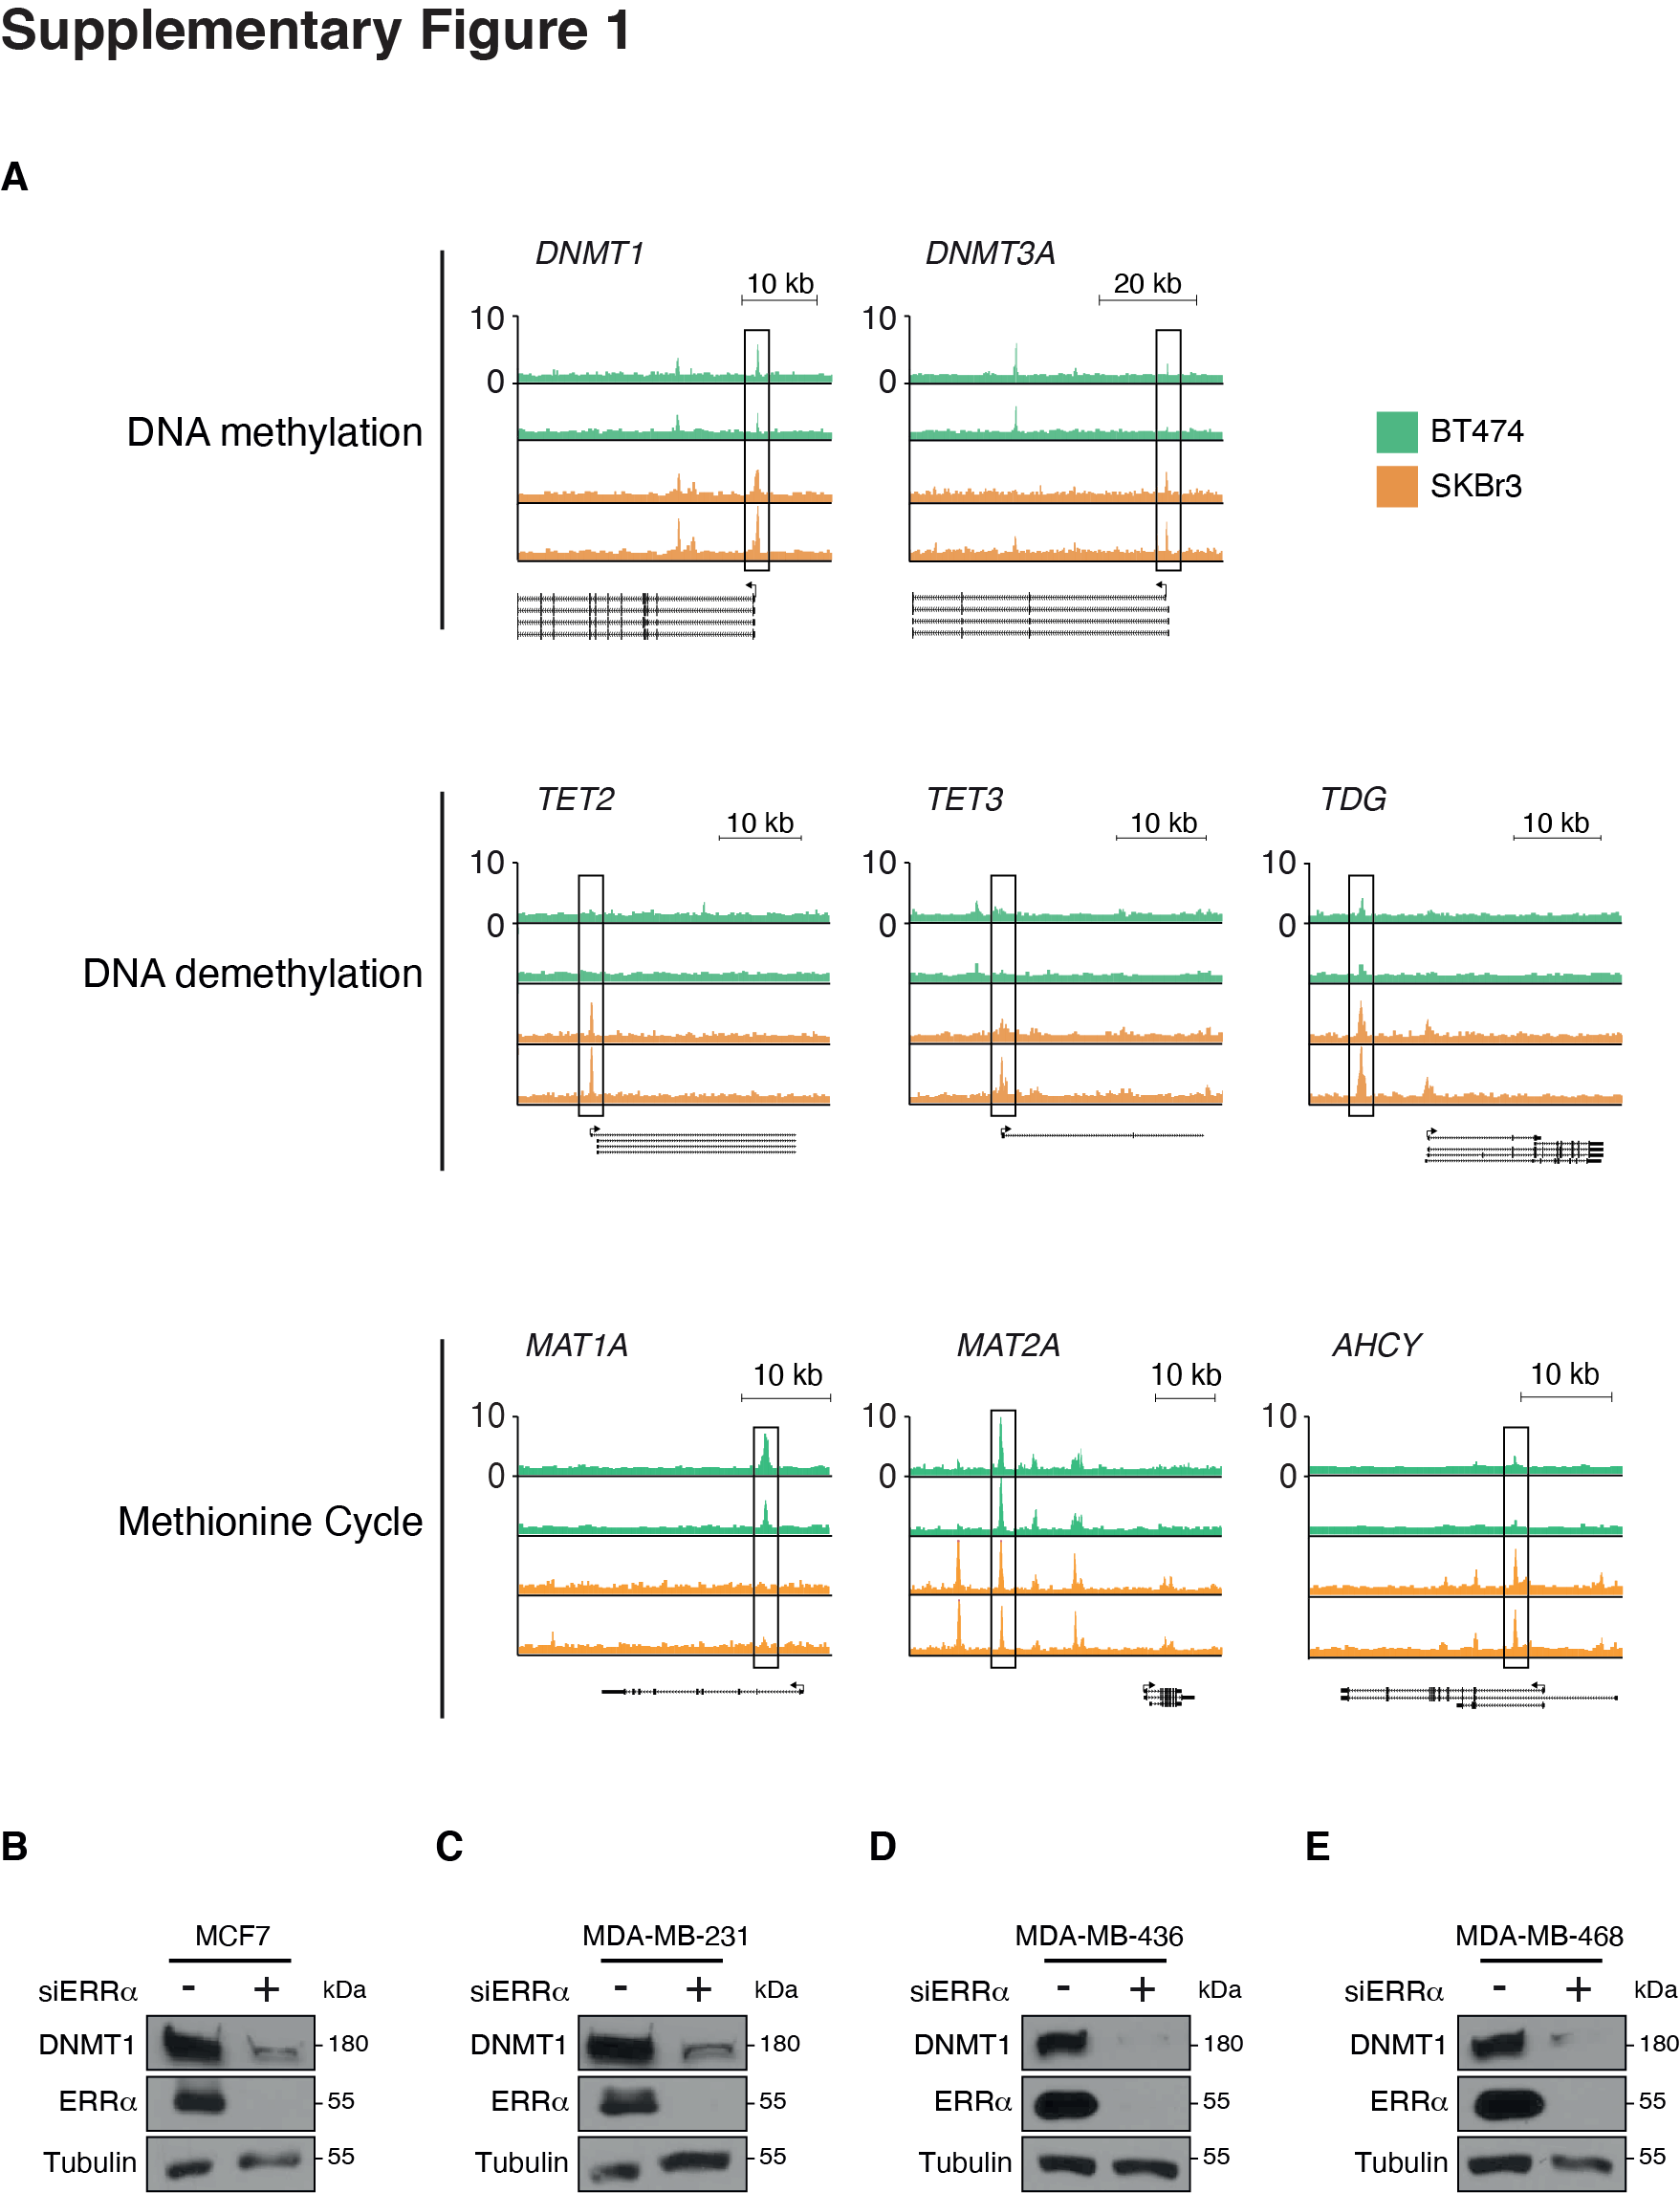

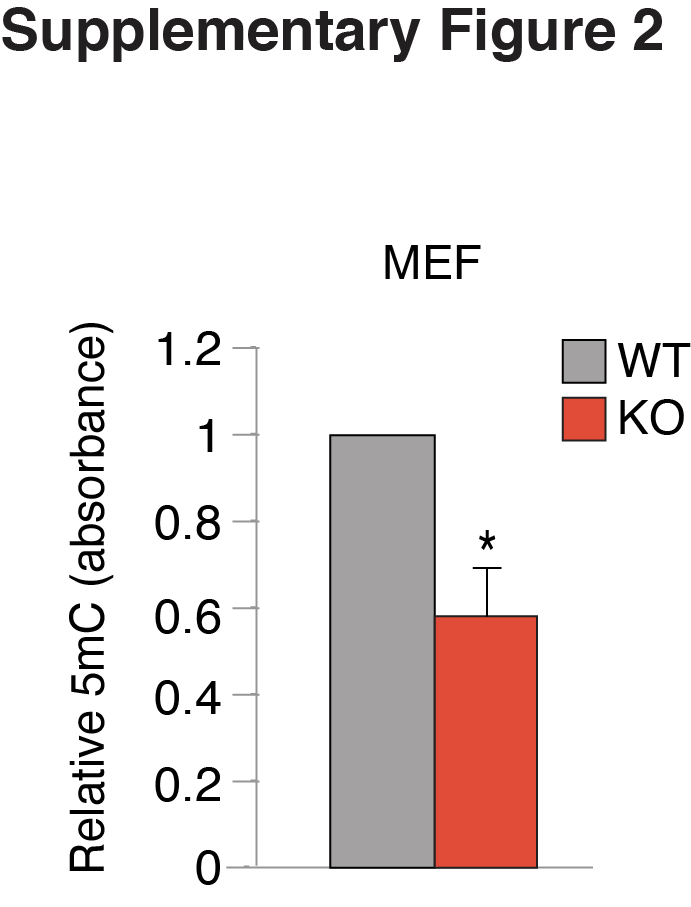

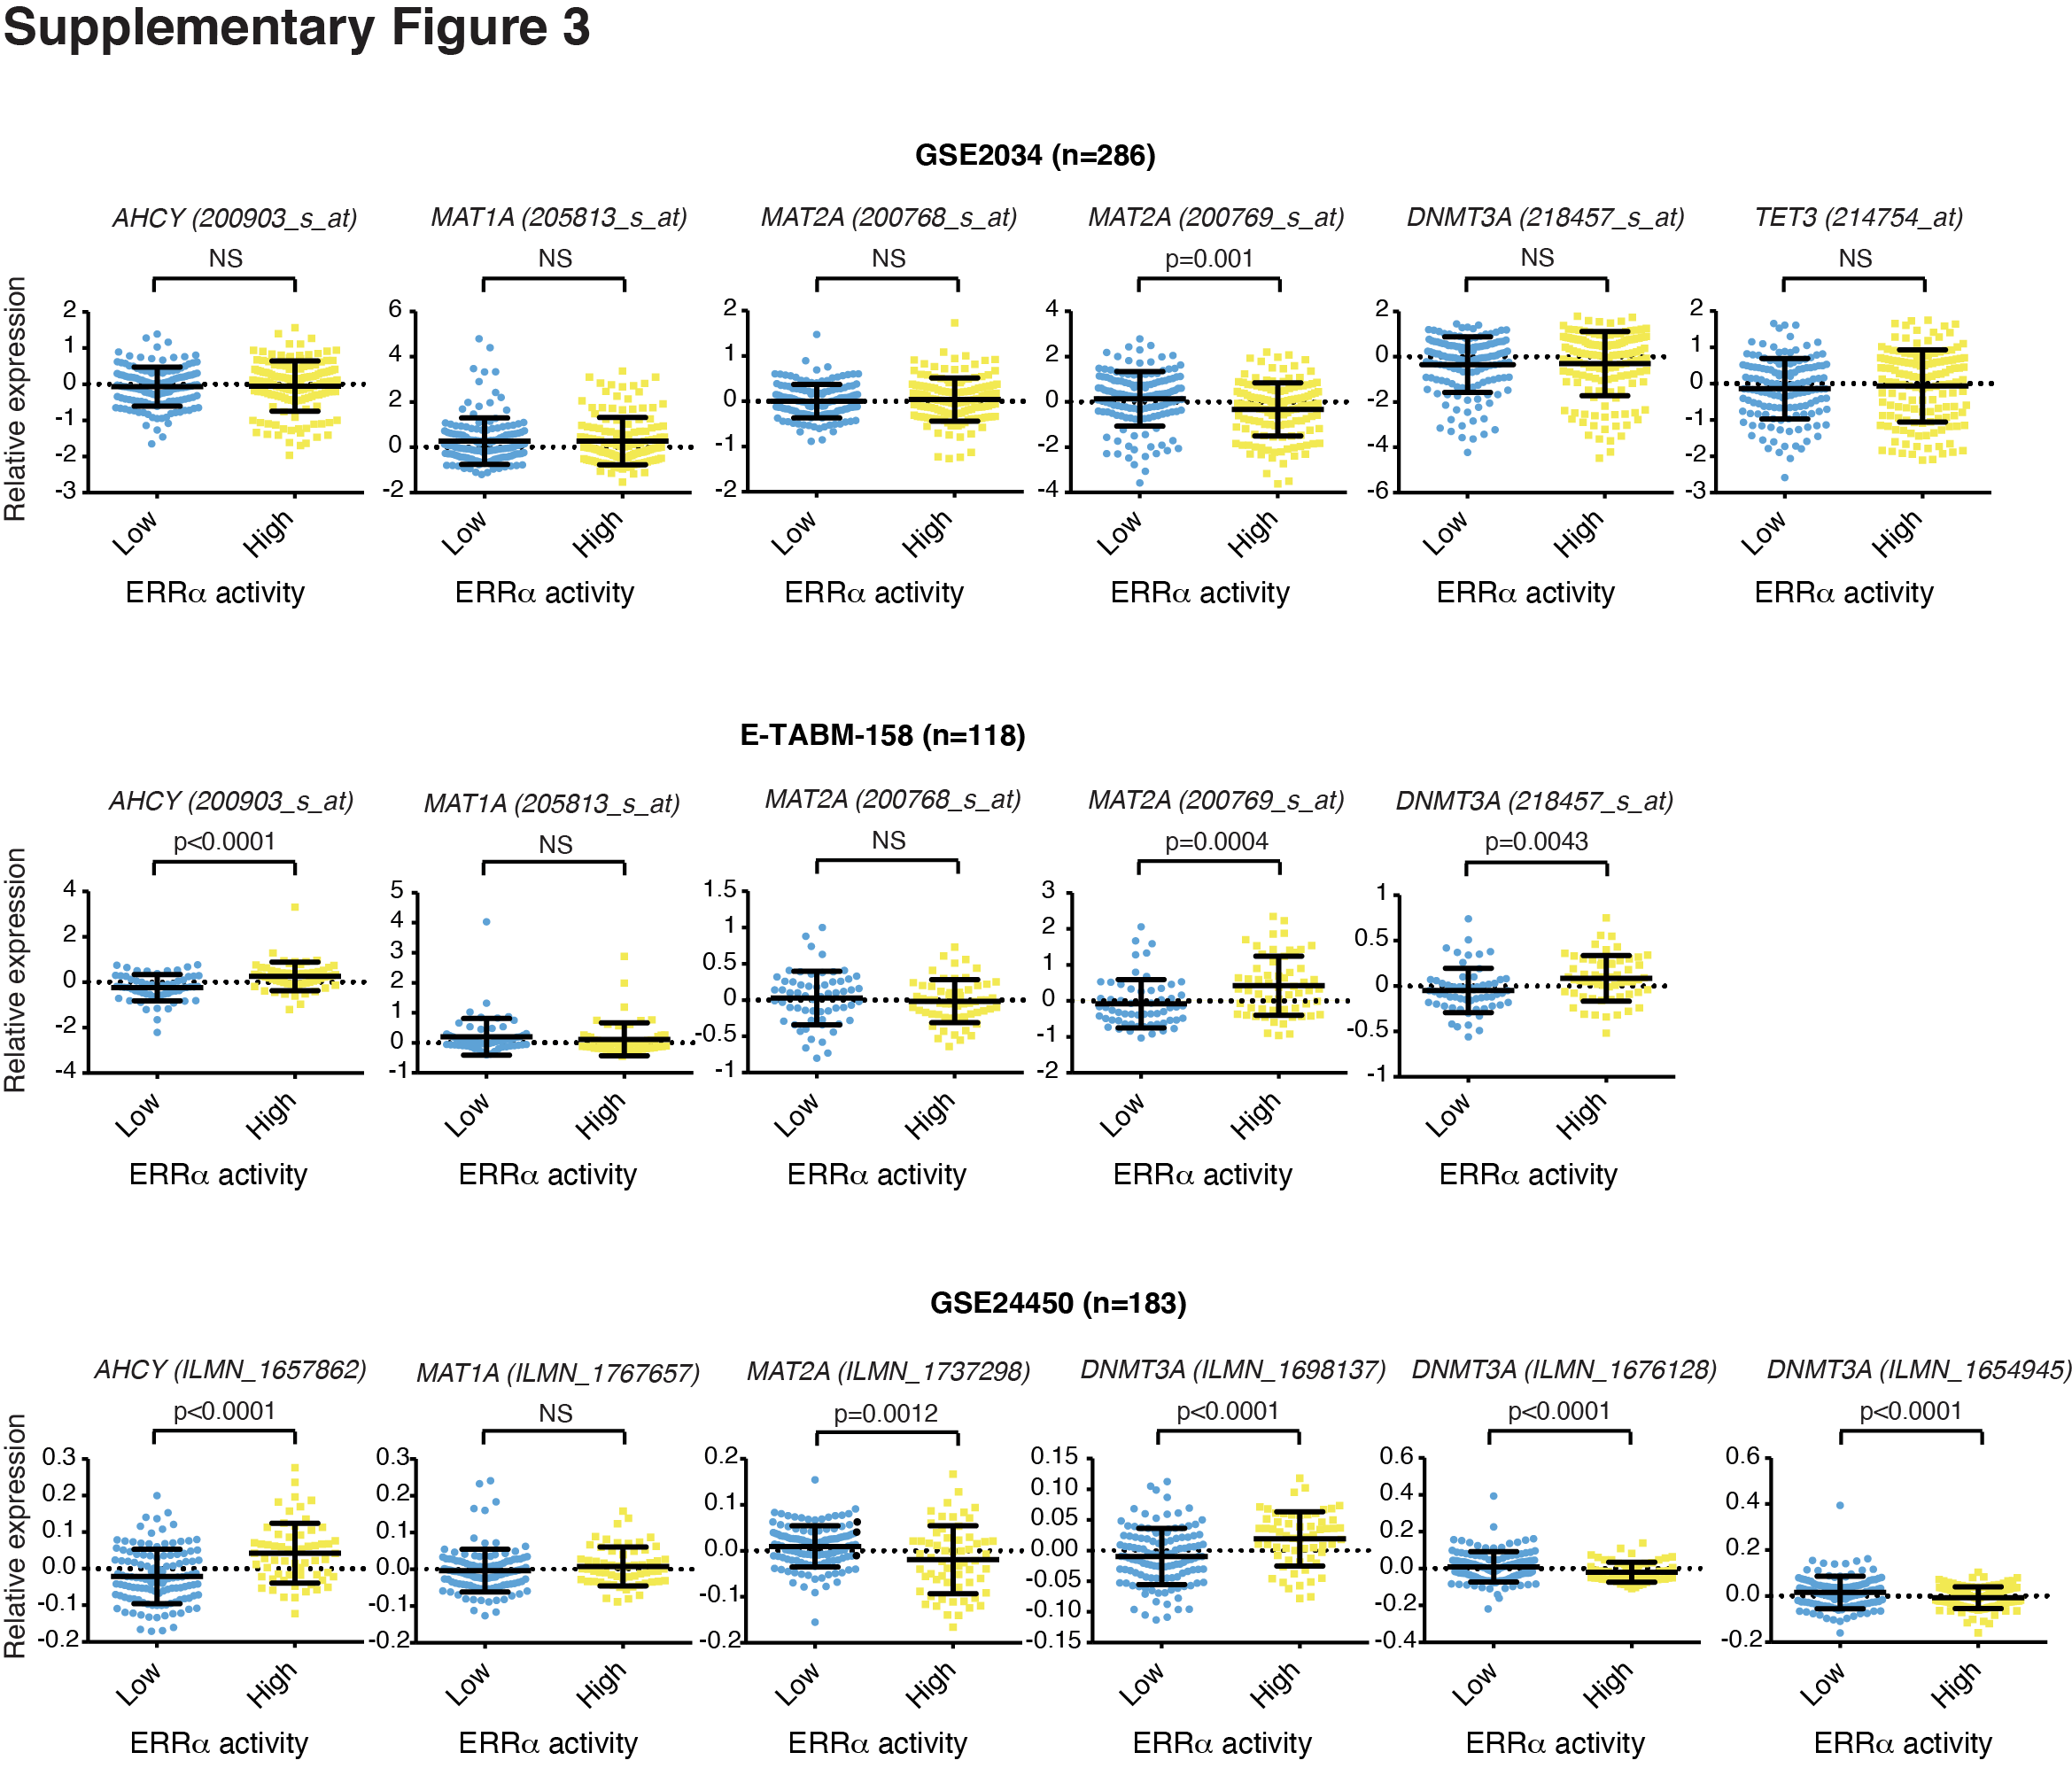

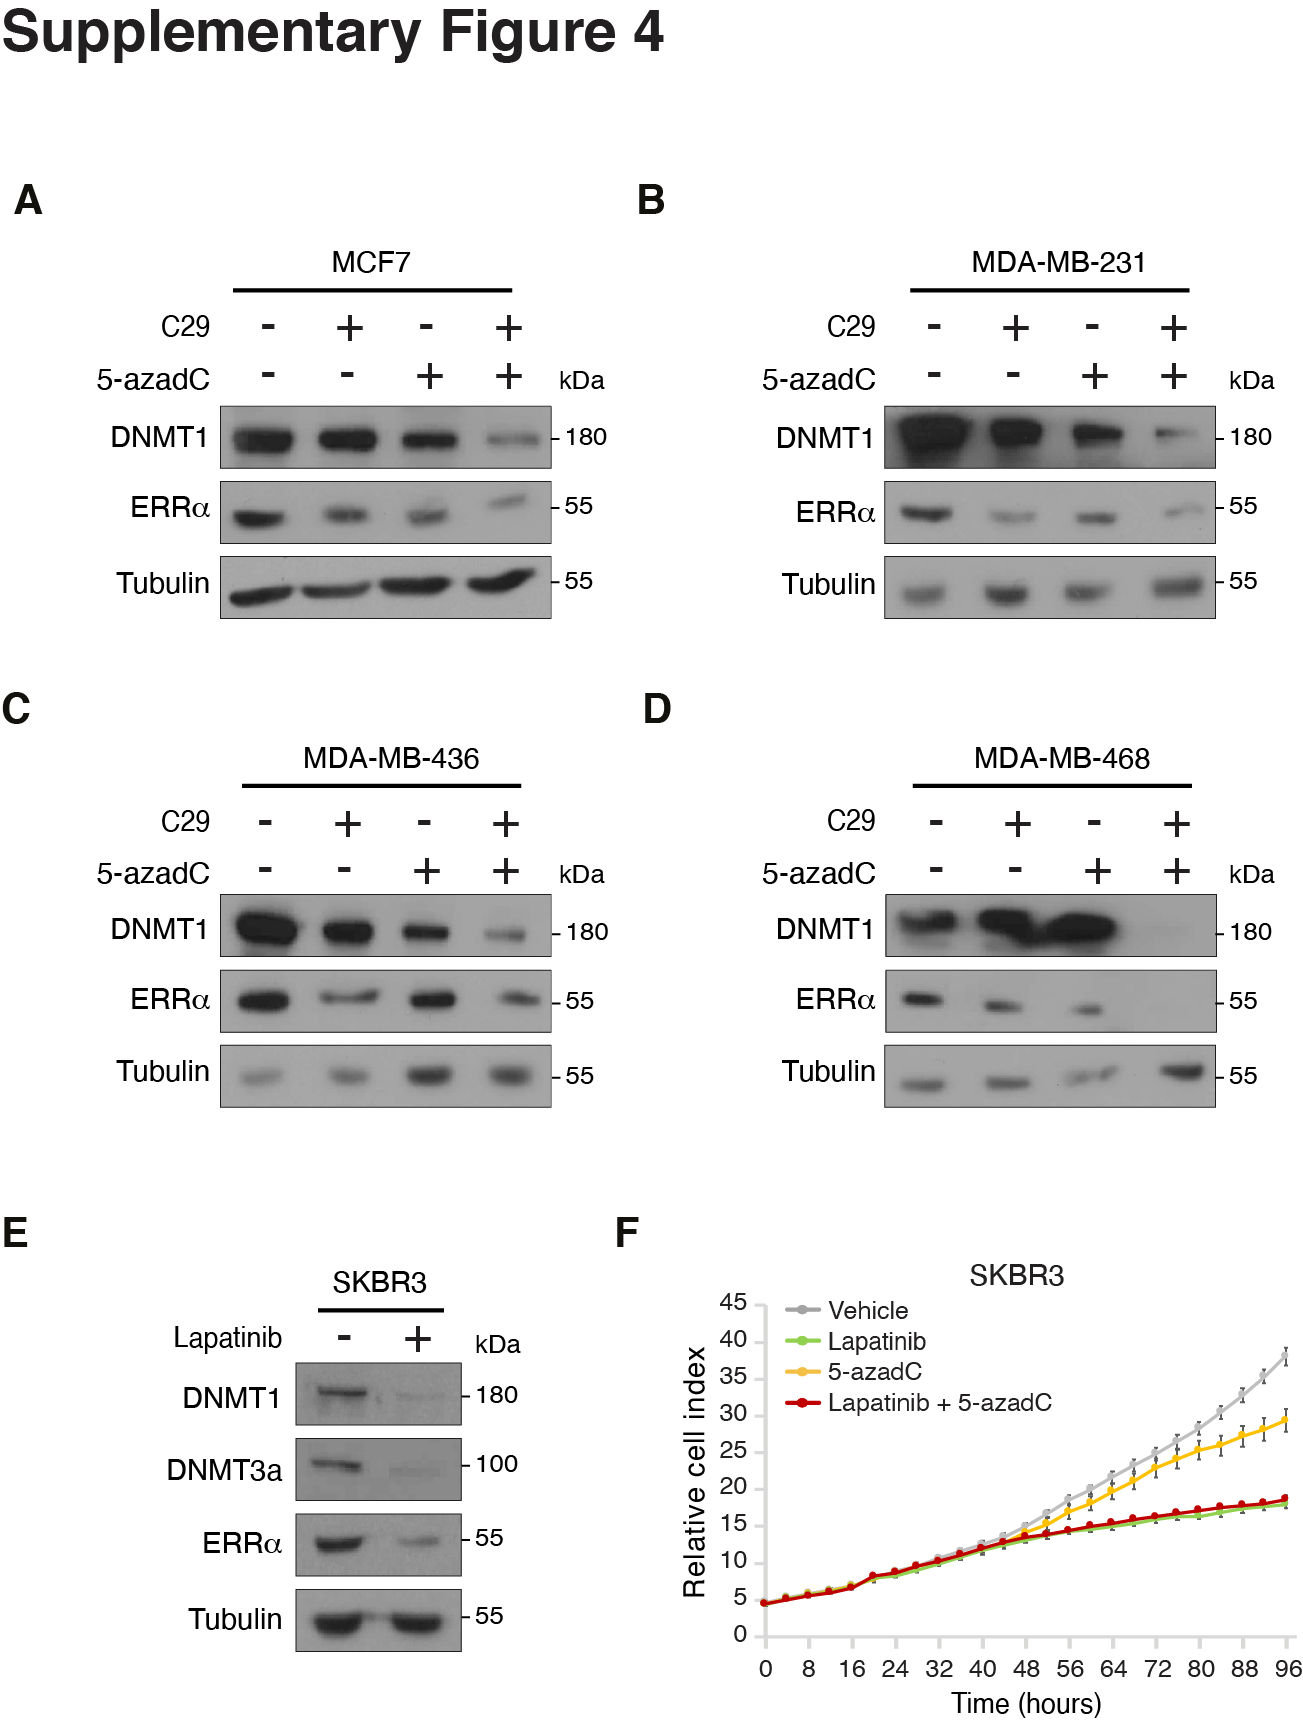

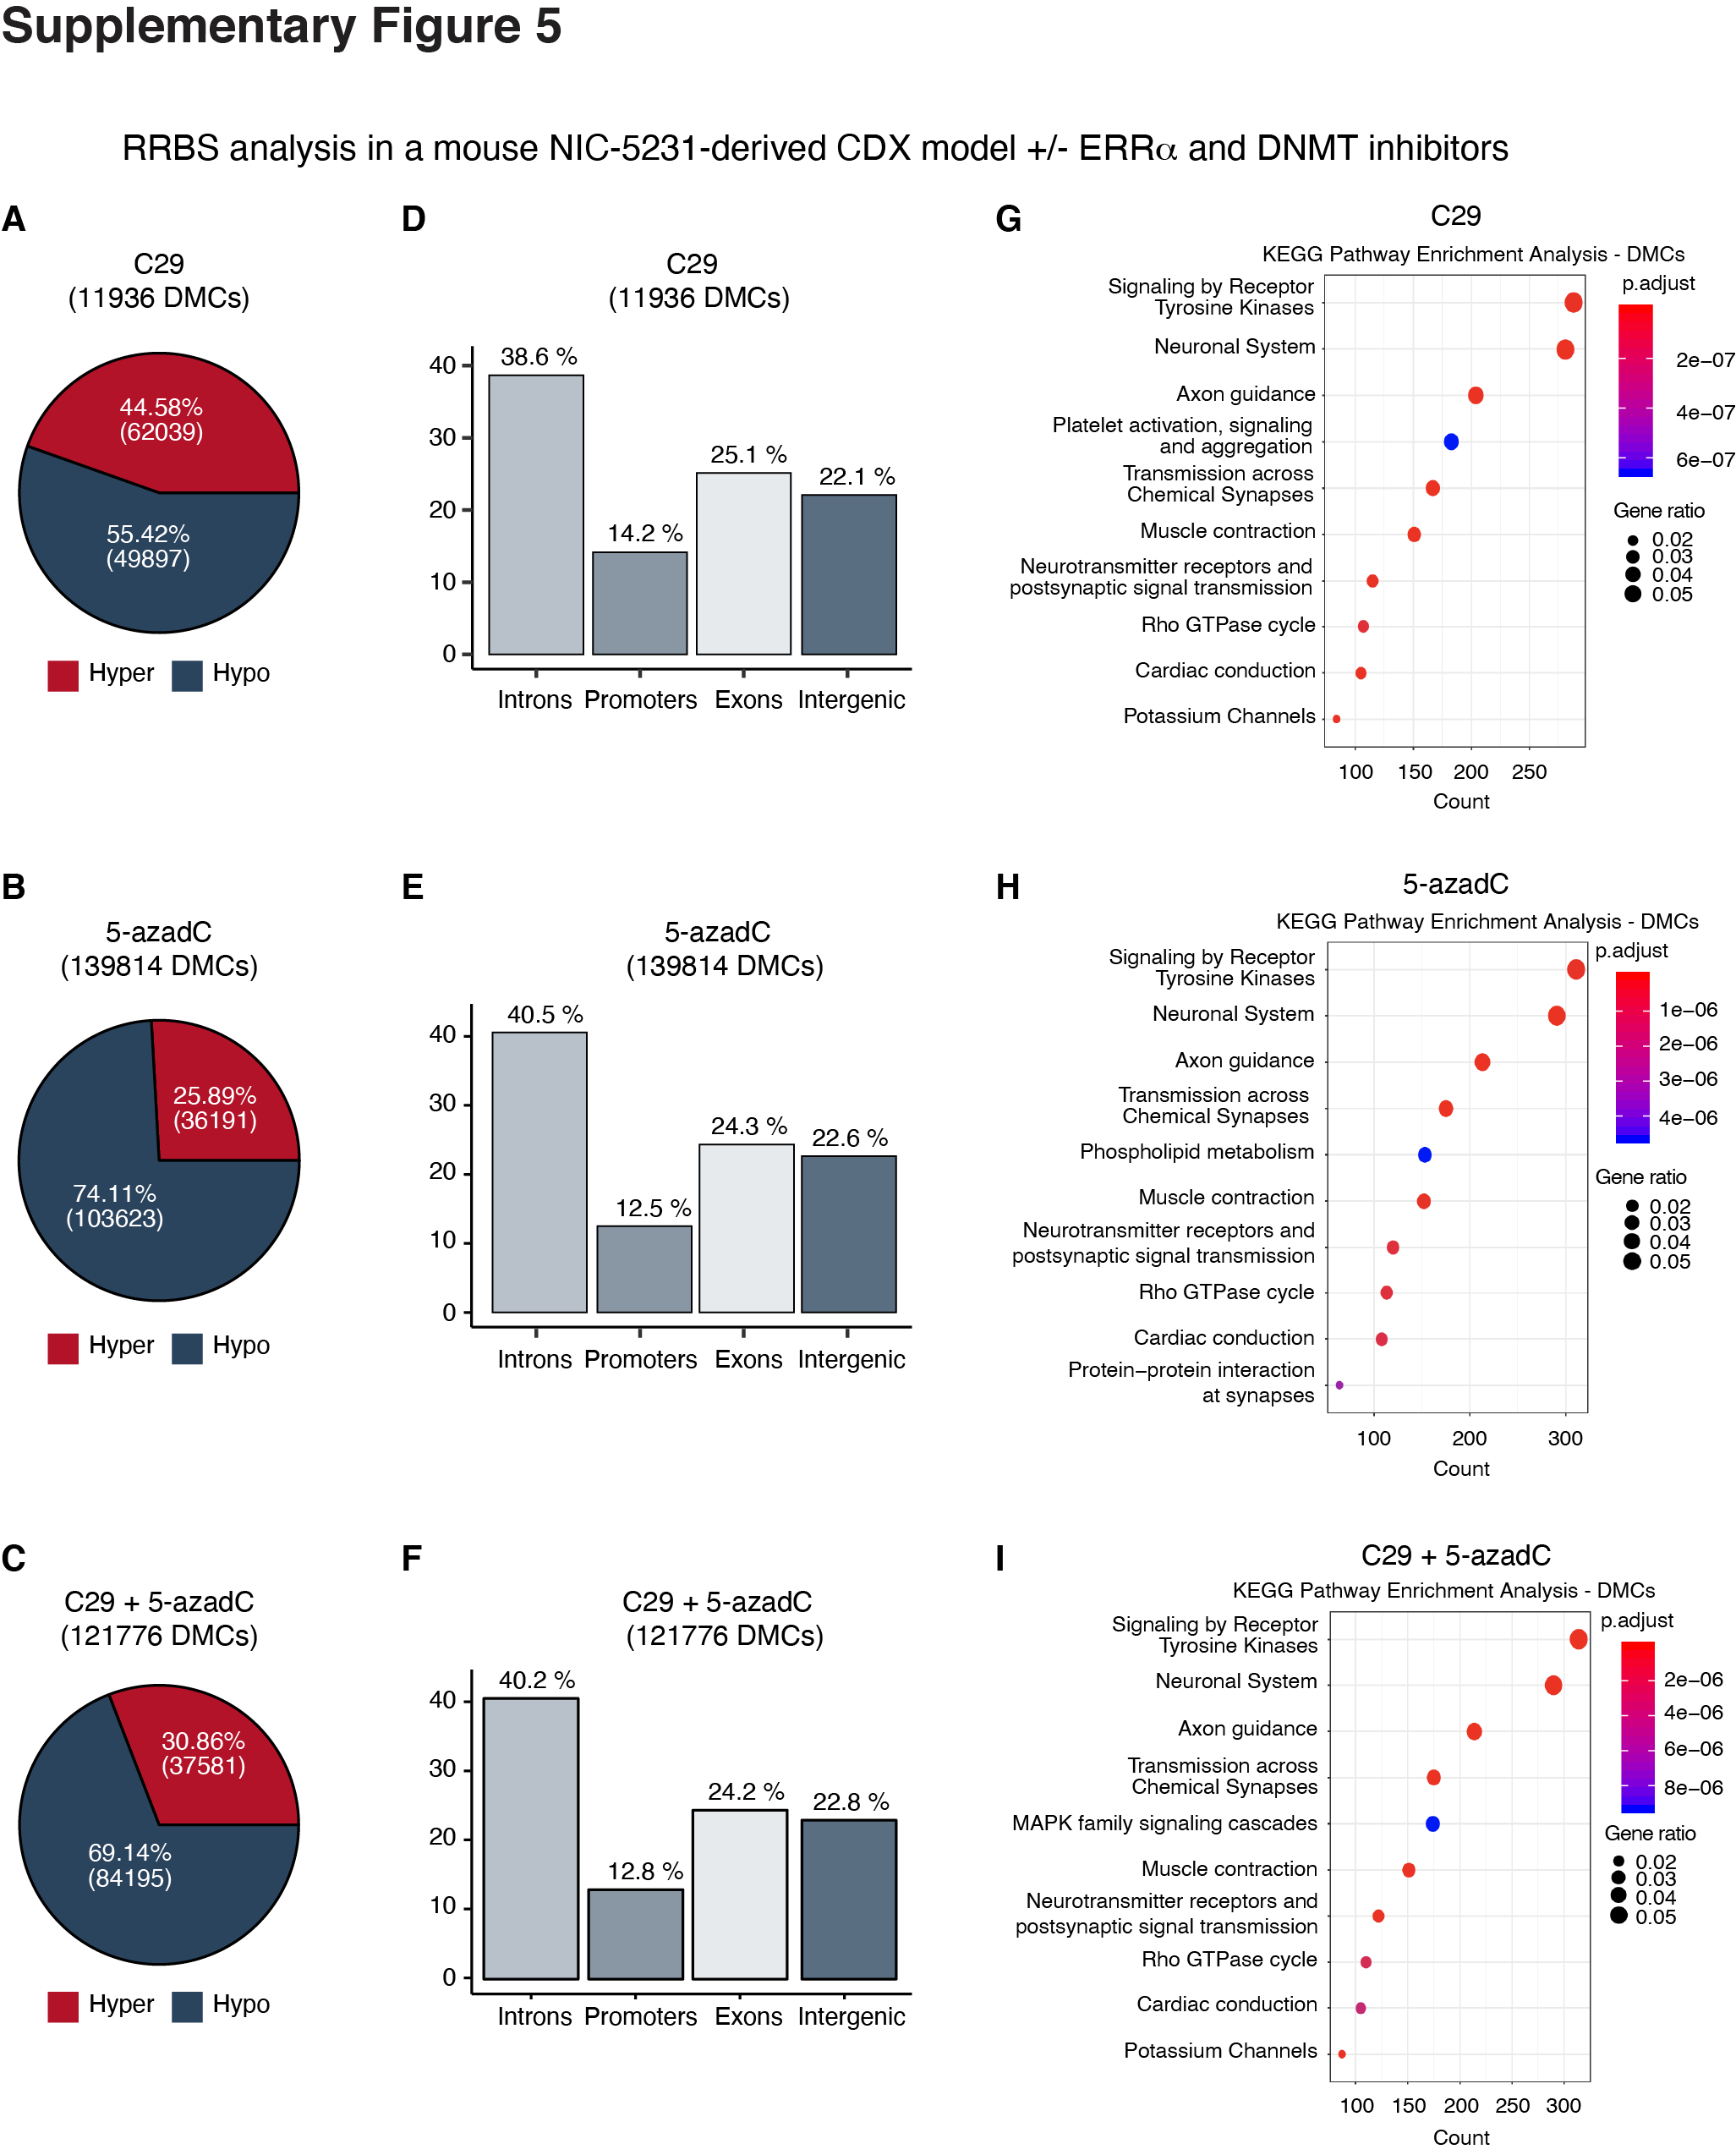

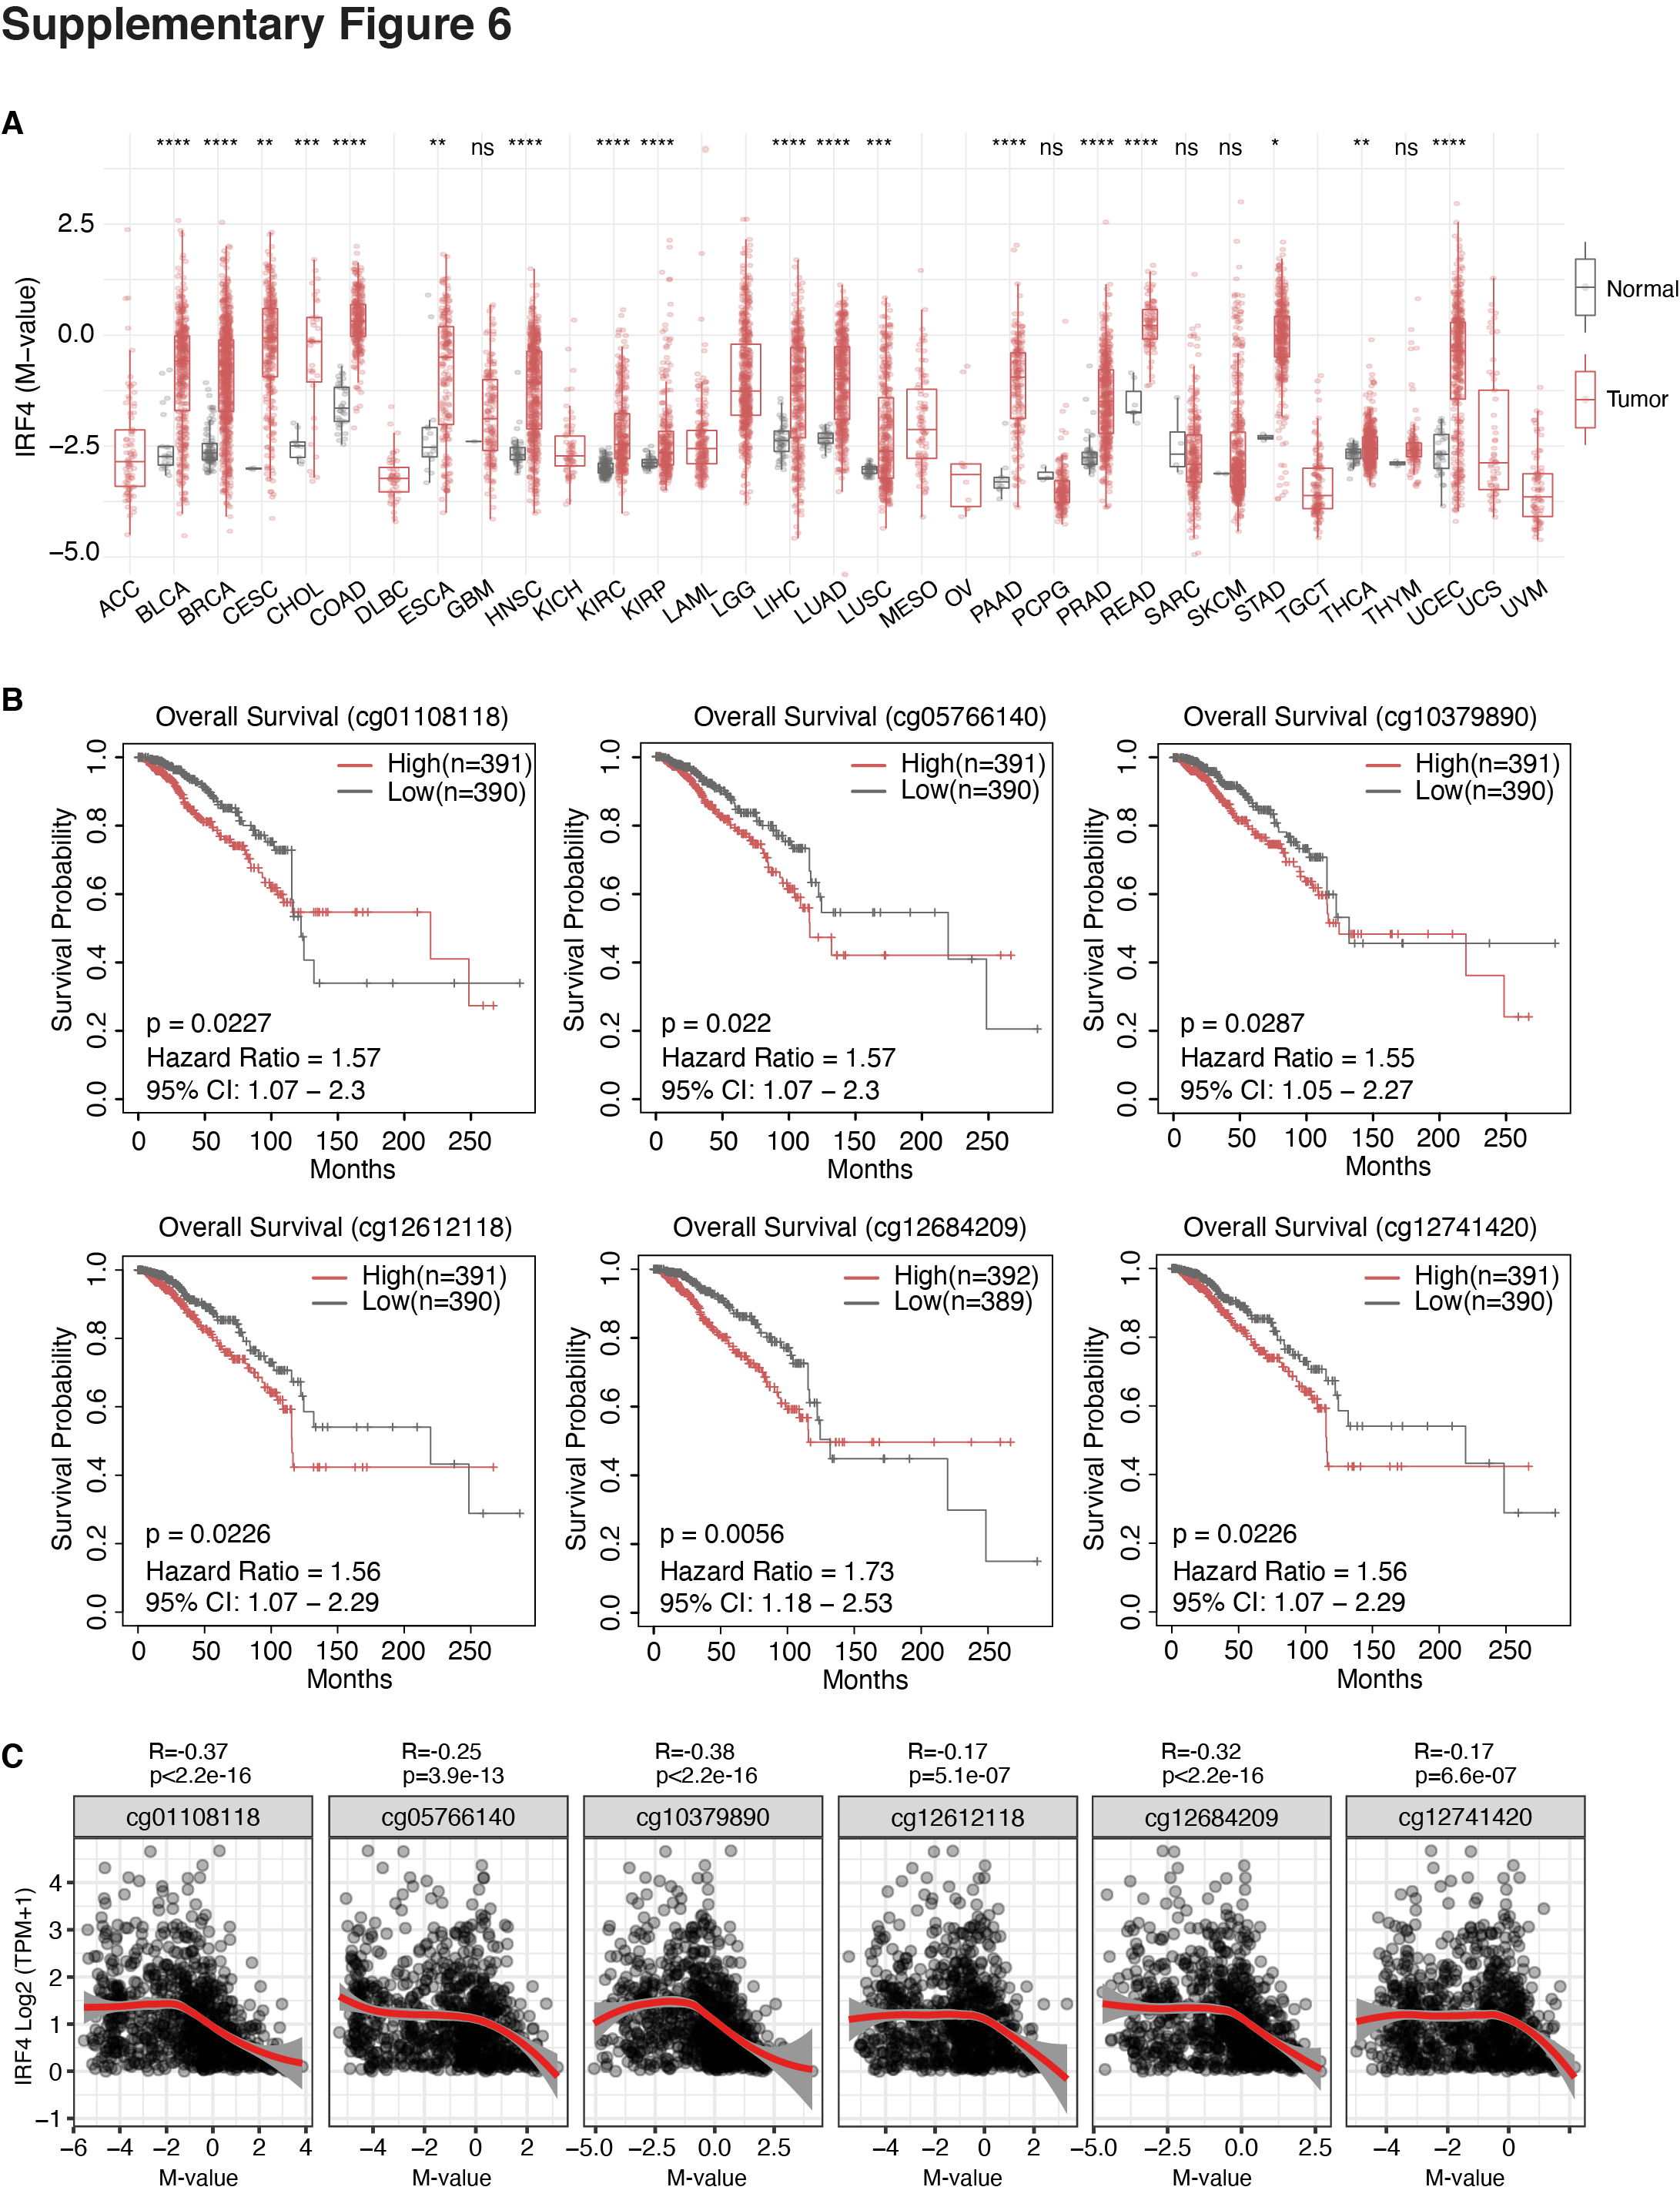

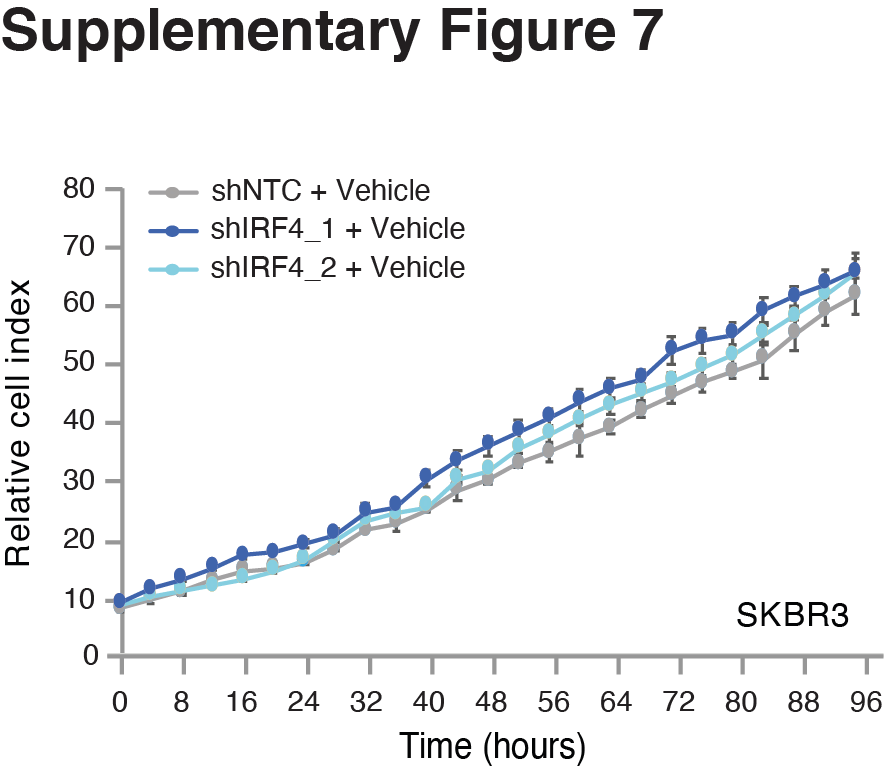

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

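RRBS was measured in NIC-5231 tumors from 4 groups of mice (vehicle, C29, 5-azadC, and C29 with 5-azadC), with 2 libraries per group, each from the pooled tumor DNA of 2 mice. Libraries were assigned to groups from the authors' sample titles, and the doses (10 mg/kg and 1 mg/kg) and times from the paper. Diagenode prepared the libraries and sequenced them on an Illumina HiSeq instrument. Reads were aligned to mm10/GRCm38 with bismark v0.20.0, and methylKit v1.7.0 was used to compare groups. Trimming, coverage limits, tile length and calling thresholds of the authors' comparisons are not given in the sources used here.

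For each cytosine of a CpG on each strand, the authors deposited the methylated fraction and the read count, and neither is normalized. Multiplied together, fraction and count gave a whole number of methylated reads (within 0.01 reads) for nearly all cytosines, and the rest were rounded. On the chromosomes tested, every plus-strand position was checked to be a cytosine followed by guanine in the genome. Methylated and unmethylated spike-in DNA is listed beside the genome and served as a check of conversion. Total reads over cytosines had a median of 70522737 per library with vehicle, 71583716 with C29, 72593968.5 with 5-azadC and 54653581.5 with the combination. A median cytosine was covered by 21 to 30 reads. Intervals and tests on reads cover counting error only. Plus and minus strands of a CpG were kept as separate cytosines, as deposited.

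Comparisons of a treatment with vehicle used the CpGs with at least 10 reads in all 4 libraries, without the 0.1% of CpGs of highest coverage in a library. The logistic likelihood-ratio test of methylKit was written anew in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6. A call needed a Benjamini-Hochberg q below 0.01 and a difference of at least 25 percentage points in pooled methylation. For DMRs, reads were summed over the tested CpGs of non-overlapping 1000 bp tiles. A promoter was the 1000 bp upstream of any transcription start site in the comprehensive GENCODE M21 annotation, and a promoter tile overlapped it by at least 1 base, with or without a tested CpG inside it. The drug effects over all libraries used the overdispersion-corrected F test on promoter tiles, 4 libraries with a drug against 4 without, at q below 0.05, and the 35 splits of the 8 libraries into 4 and 4. Per-library means were compared by exact permutation tests. For edgeR 4.0.16 with limma 3.58.1 in R 4.3.3, methylated and unmethylated counts of tiles covered in all libraries were fitted together by the quasi-likelihood method. Motif shares were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 9 tests. Figures were drawn with matplotlib 3.10.9.

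The tests were tested on simulated data in which 200 tiles were shifted by 35 percentage points. With counting error alone, on 148763 tiles, the logistic test called 199 of them (99.5%), the Cochran-Mantel-Haenszel test 199, and the overdispersion-corrected F test with 2 libraries per group 0, so a count of 0 from that F test carries no information. With an overdispersion (the correlation between reads of a tile) of 0.005, edgeR called 182 of 200 shifted tiles (91%) among 112817, and the F test with 4 libraries against 4 called 188 of 200 (94.0%) among 26691. With an overdispersion of 0.08 both called 0, and 89 of the 200 had an edgeR p under 0.05.

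Genes named in the text were set by a rule written in advance. They are the 9 TFs of Supplementary Table 3, the genes named by the paper around ERRα and DNA methylation (Esrra, Dnmt1, Dnmt3a, Tet2, Tet3, Tdg, Ahcy, Mat1a and Mat2a) with Etv1, and the 5 largest decreases and 5 largest increases among promoter DMRs of the combination with at least 100 reads in each library and both treated libraries on the same side of both vehicle libraries. Not every gene that the rule gives is named in the text. The values of the TFs in the paper's tables had been seen when the rule was written.

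Alternatives covered the coverage minimum (5 and 20 reads), the overdispersion correction, a block for the replicate number, a minimum difference of 10 points, Storey q-values, coverage scaled to the same median, the side of both replicates, tile length (500 bp), the promoter itself as the region, the number of CpGs per tile (at least 3), the extent of the promoter, edgeR, and leaving out each library. Alternatives added later were both strands of a CpG summed, tiles over CpGs with 10 reads in any library, protein-coding genes only, and every start site in the motif counts. Raw reads, the immunoblots, tumor growth, the 5-methylcytosine assay, expression data and the SMARTapp analysis were not used here. The KEGG pathway analysis and Homer were not run, and the 51 TFs of Fig. 5g other than the 9 named were not analysed here.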

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

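Of the tests below, those on the unmethylated control, on depth, on chance differences between single pools, on the cytosines of extreme coverage and on C29 replicate 2 were chosen after the results were seen.

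Mean CpG methylation of C29 replicate 2 lay apart from the other libraries without 5-azadC. Its gap to the nearest library was 0.851 of the range of these 4 libraries, above Dixon's 95% critical value of 0.83. Chance exceeds this value in about 1 in 20 groups, and 1 of 4 groups tested exceeded it here. Each group pooled 2 conditions, and the groups with and without C29 could hardly exceed it, since the distance between libraries with and without 5-azadC set their range. The library was 1.29 points below the vehicle mean, and C29 replicate 1 was 0.180 points below it. It had the lowest methylation of the libraries without 5-azadC in promoters (9.75%), exons (34.2%), introns (44.7%) and intergenic regions (60.2%). Incomplete bisulfite conversion would raise the measured methylation, but 0.329% of reads on the unmethylated control of this library were called methylated, the highest share of the 8 libraries. An effect of C29 would lower both C29 libraries, and with 2 libraries that differ this much, an effect of C29 and a difference between single pools of mice cannot be told apart.

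The effect of C29 on mean CpG methylation differed with and without 5-azadC. Both C29 libraries were below both vehicle libraries (-0.736 points), and both libraries of the combination were above both libraries of 5-azadC (0.868 points), a difference of effects of 1.60 points. An exact permutation of the C29 labels within each arm of 5-azadC (n = 2 libraries per group) gave a two-sided p of 0.0556, the smallest that its 36 arrangements allow. Without C29 replicate 2, the effect of C29 against vehicle was -0.174 points. Uneven conversion is argued against, because the same difference of effects on the unmethylated control was -0.0247 points and of opposite sign. Depth as the whole cause is argued against by the 14541 CpGs at which the highest read number of the 4 conditions was no more than 25% above the lowest, where the difference of effects was 1.37 points. A response limited to part of the genome is argued against by the difference in promoters, exons, introns and intergenic regions alike, the smallest of which was 0.931 points in promoters. With 2 libraries per group, an effect of the drugs and chance differences between single pools cannot be told apart. A different mix of tumor and host cells in the pools was not tested.

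A fall in methylation with 5-azadC was found at cytosines that the coverage limit had left out. In all libraries at least 10000 reads covered 14 cytosines. At 6 of them every library with 5-azadC was below every library without it. The falls were -4.71 points at position 98666504 of chromosome 2 (from 92.0% to 87.3%), -4.65 at 98662795, -5.20 at 98666272 and -4.39 at 98666262 of chromosome 2, -4.50 at 143483057 of chromosome X, and -7.23 at 75085813 of chromosome 15. Each had a two-sided exact permutation p of 0.0286, the smallest that 4 libraries against 4 allow, so none could pass a correction for 14 tests. The other 8 cytosines, all between 39848481 and 39848527 of chromosome 17 in a ribosomal RNA sequence, did not fall (0.138 to 3.36 points). Uneven conversion is argued against by an effect of 5-azadC of -0.0314 points on the unmethylated control. Counting error is argued against as well, since the largest counting standard error at the 6 cytosines was 0.279 points. Coverage this deep may come from repeated sequences whose copies are aligned to 1 place, which was not tested, and a lower methylation with 5-azadC remains a hypothesis.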

How the results depend on the processing

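The alternatives called added below were chosen after the data were seen, and all others were set before the data were examined. Over 50 results and 371 alternative values, 224 were labelled the same, 90 moved, 43 fell below the threshold, 12 reversed and 2 passed the threshold only under the alternative. A count was labelled the same when it lay within 1.5 times of the main value, a rule that takes no account of the spread between libraries. Other results were labelled the same when they kept their direction and their side of the threshold or moved by less than the spread. The cause was not tested unless stated.

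With the coverage minimum raised to 20 reads there were fewer CpGs to test, and the DMCs numbered 49418 with C29, 66372 with 5-azadC and 50293 with both drugs, with a hypomethylated share of 77.9% for 5-azadC and 72.5% for both. Promoter DMRs were then found in 1213, 1919 and 1608 genes, in 1556 for the combination against C29 and in 1443 against 5-azadC, and 4 of the prognostic TFs were called among 5 with a tile. With the minimum lowered to 5 reads the Gfi1 difference reversed to -4.60 points, and that of Foxe1 was -20.9 points. A minimum difference of 10 points, which admits smaller differences by construction, gave 209075, 253672 and 211996 DMCs and 5909, 7741 and 7126 genes. Asking for both treated libraries on the same side of both vehicle libraries left 58911, 79071 and 63945 DMCs, a hypomethylated share of 77.8% for 5-azadC, 1250 genes with C29 and 1753 with both drugs.

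The overdispersion-corrected F test left 0 DMCs, 0 genes in each comparison with vehicle or with a single drug, 0 genes found only with the combination and 0 TFs, but with 2 libraries per group it also found 0 of 200 changed tiles in simulated data. By edgeR's quasi-likelihood test there were 0 genes in each comparison, 0 found only with the combination and 0 TFs, with 3089, 4512 and 4260 tiles at an unadjusted p under 0.05, but at an overdispersion of 0.08 it found 0 of 200 shifted tiles in simulated data.

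With the promoter itself as the region, 1196, 1695 and 1611 genes were called, 898 only with the combination, 1628 for the combination against C29 and 1519 against 5-azadC. Under it 3 TFs were called, and the differences at Nr2c2 (-0.579 points) and Tead2 (2.78 points) reversed. At least 3 CpGs per tile, which tests fewer tiles, left 590, 1006 and 873 genes, 607 of them only with the combination. With a promoter of 1000 bp on either side of the start site, promoters held 33.2%, 28.4% and 29.3% of the DMCs, exons 11.0%, 12.4% and 12.0%, and introns 26.9%, 30.1% and 29.4%, since the wider promoter takes CpGs from exons and introns.

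Over promoter CpGs only, mean methylation changed by -1.32 points with 5-azadC and by -1.11 with both drugs, the effect of 5-azadC over all libraries was -0.857 points and no longer passed the threshold (exact permutation p = 0.0571), and the effect of C29 reversed to -0.255 points. Outside promoters the changes were -5.68 and -4.47 points. The mean without 5-azadC was 46.1% outside promoters and 10.5% within them. Among added alternatives, tiles over CpGs with 10 reads in any library called 4 TFs and reversed Gfi1 (-2.86 points) and Nr2c2 (-4.68 points), and left -0.202 points at Irf4 over 15 CpGs and -20.2 points at Foxe1. With 500 bp tiles Irf4 was at -52.9 points, on 1 CpG. Protein-coding genes only, which drops genes by construction, gave 1283, 1910 and 1768 genes, 892 of them only with the combination. Taking every start site gave odds ratios of 1.00 for the interferon-stimulated response element with C29, a reversal, and of 0.367 with C29 and 0.673 with 5-azadC for the IRF4 consensus, both then past the threshold, and of 1.27 with both drugs, which did not pass it (two-sided Fisher's exact test, p = 0.0676). Start sites of 1 gene can share sequence and tile but were counted as independent, so a passed threshold here carries little weight.

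Leaving out a library leaves fewer libraries that a CpG must be covered in, so more CpGs are tested. The DMCs then ranged from 159079 to 170142 with C29, from 189318 to 205044 with 5-azadC and from 165719 to 184840 with both drugs, with hypomethylated shares of 51.1% to 57.2%, 68.7% to 70.4% and 64.8% to 66.3%. Genes ranged from 3063 to 3379, 3903 to 4488 and 3827 to 4183, and those found only with the combination from 1195 (without 5-azadC replicate 2) to 2419 (without C29+5-azadC replicate 2). The effect of 5-azadC on mean methylation stayed between -3.83 and -3.14 points, and that of C29 ran from -0.687 (without 5-azadC replicate 1) to 0.763 (without vehicle replicate 1), reversing without either library of C29 or of 5-azadC. Leaving out a library leaves unequal numbers of libraries with 5-azadC on the 2 sides of the C29 comparison, so the effect of 5-azadC enters it by construction. TFs called were 7 and 4 without vehicle replicates 1 and 2, and 4 and 6 without replicates 1 and 2 of the combination. Gfi1 ranged from -10.7 to 26.9 points, negative without C29+5-azadC replicate 1 (over 24 CpGs, not 12), and Irf4 from -29.8 to -1.19, the latter without C29+5-azadC replicate 2 (over 4 CpGs, not 2), so the CpGs tested changed along with the libraries.

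A block for the replicate number gave 105416 DMCs with C29 and 133079 with 5-azadC, 1968, 2912 and 2690 genes, 1428 only with the combination, and 9 TFs. Replicate numbers do not pair the libraries, since replicate differences of any pair of groups correlated between -0.00454 and 0.00750 across CpGs. The depth of 21 to 30 reads at a median cytosine limits single CpGs, where a difference of 25 points rests on few reads.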

Differences from the paper's values

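The coverage-scaled setting was set before the data were examined, and the restriction to protein-coding genes was chosen after the values were seen.

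The paper states 890 genes with promoter DMRs only in co-treated tumors (the paper's value), and 1442 were found here. Of the alternatives set before the data were examined, a coverage minimum of 20 reads (989), both treated libraries on the same side (1057), the promoter itself as the region (898), at least 3 CpGs per tile (607), leaving out C29 replicate 1 or 2 (1227 and 1253) and leaving out 5-azadC replicate 1 or 2 (1277 and 1195) came within 1.5 times the paper's value. The others did not, among them a coverage minimum of 5 reads (1528), the replicate block (1428), a minimum difference of 10 points (1796), Storey q-values (1445), scaled coverage (1442), 500 bp tiles (1353), the wider promoter (1901), leaving out a library of vehicle (1720 and 1682) or of the combination (2295 and 2419), the overdispersion-corrected F test (0) and edgeR (0). Counting protein-coding genes only, chosen after the values were seen, gave 892 genes and drops 65 of the paper's 890.

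For genes with a promoter DMR only with C29, the paper's value is about 560 in Fig. 5g, read by eye, and 936 were found here. The coverage minimum of 20 (697), the same-side rule (676), the promoter as the region (612), leaving out either library of the combination (751 and 765) and leaving out either library of 5-azadC (815 and 784) came within 1.5 times of it, and the other alternatives did not. For those only with 5-azadC, the paper's value is about 1000 in Fig. 5g, read by eye, and 1592 were found here. The coverage minimum of 20 (1228), the same-side rule (1284), the promoter as the region (947), at least 3 CpGs per tile (725), leaving out either library of the combination (1330 and 1367) and leaving out either library of C29 (1392 and 1428) came within 1.5 times of it, and the others did not. Protein-coding genes only, chosen after the values were seen, gave 558 genes with C29 alone and 990 with 5-azadC alone, and drops 65 of the genes of Supplementary Table 3.

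The copy of the paper's Supplementary Table 2 used here lists 1289 genes with C29 and 1754 with both drugs, the paper's values, and is a few genes short of the sums in Fig. 5g. Here 2009 and 2721 genes were found. A coverage minimum of 20 (1213 and 1608), the same-side rule (1250 and 1753) and the promoter as the region (1196 and 1611) came within 1.5 times of both, and the other alternatives set before the data were examined did not. Protein-coding genes only, chosen after the values were seen, gave 1283 and 1768 genes and drops 65 of the genes of Supplementary Table 3.

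In units of 1000000, the paper gives 3 as the lower end of the number of CpGs covered (the paper's value), and the deposited libraries listed 1.93 cytosines per library on average. All libraries together listed 3644015, which lies within the paper's range of 3 to 4 in these units, and the paper gives its number as an average without saying over what. None of the alternatives set before the data were examined changes the number listed per library.

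Single tile values of Supplementary Table 2 equal those computed here to within 0.001 points for 32 of 1282 genes with C29, 16 of 1954 with 5-azadC and 42 of 1737 with both drugs. With coverage scaled to the same median before pooling, 1010, 1376 and 1235 of them did.

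On genes and directions, the paper names the motif of ETV1 as the strongest in the combination. Here the ETS consensus was less frequent in promoters with a DMR (3.00%) than in tested promoters without one (6.06%, odds ratio 0.480). Over 20 strata of CpG number the common odds ratio was 0.681. In promoters not tested the consensus occurred in 0.710%, so the direction depends on the promoters used as background. The paper reports the IRF4 motif as enriched with the combination alone. An exact match of the consensus of Fig. 5h, which is not the Homer motif, had an odds ratio of 1.02 here against tested promoters without a DMR. It occurred in 1.13% of promoters with a DMR in the combination and in 0.539% of those not tested. With C29 these shares were 0.558% and 0.551%, and with 5-azadC 0.807% and 0.549%, so here too the background matters. With every start site counted, an alternative chosen after the values were seen, the odds ratio in the combination was 1.27 (two-sided Fisher's exact test, p = 0.0676). That test counted start sites of 1 gene as independent. For the 6 TFs that the paper gives as hypomethylated after co-treatment, the direction was the same here. From RRBS of the tumors, the paper describes the loss of methylation at Irf4 as specific to the combination. By methylation-specific PCR in human SKBR3 cells, it reports lower IRF4 promoter methylation with either drug alone and an additive effect of both. Compared directly with 5-azadC alone, the Irf4 tile was 19.5 points higher in the combination here, which was not called. On the 2 CpGs tested for the combination, 5-azadC alone was 48.3 points below vehicle.

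In Supplementary Fig. 5a, the counts printed for C29 are exchanged between the hypermethylated and hypomethylated sectors relative to the printed percentages, and the printed total lacks a digit relative to their sum. Hoxa3 stands in Supplementary Table 3 but not in the combination column of Supplementary Table 2, and Eif3d is found only with the combination in Supplementary Table 2 but is not in Supplementary Table 3.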

Other observations

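Of the tests below, those on counting error, on the unmethylated control, on depth, on a difference between the combination and both single drugs, on unadjusted p in other splits, on the Irf4 libraries and on CpG density with C29 were chosen after the results were seen.

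Mixed splits of the libraries gave nearly as many DMCs as treatment against vehicle. Between the replicates of 1 group, at least 9.94% of CpGs with 80 or more reads in both libraries were called, which argues against counting error at low coverage as the whole cause. Methylation differences between the pools of mice would appear on both strands of a CpG, but replicate differences correlated at 0.00901 between the strands of a CpG on average, against 0.389 between neighboring CpGs of the same strand within 20 bp. Within a library, the variance of the difference between strands was at least 11.9 times the variance of counting error, as if 1.98 to 2.71 independent molecules stood behind a median of 28 to 45 reads per strand. The strands are amplified from different molecules, so few starting molecules behind many reads may explain the calls between replicates, and this remains a hypothesis. Cytosines called on both strands had the same sign in 56.2% (C29), 65.3% (5-azadC) and 60.1% (both drugs) of cases, against 50.6% to 54.5% in the mixed splits. With both strands of a CpG summed, an alternative added after the data were seen, 95435, 121071 and 107297 CpGs were called, and 55.3%, 75.5% and 70.6% of them were hypomethylated.

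Lower mean CpG methylation with 5-azadC did not come with a change of the unmethylated control (-0.0314 points), which argues against uneven conversion. It was -3.59 points at CpGs where the libraries with 5-azadC held at least as many reads as those without and -3.24 points at the other CpGs, which argues against depth as the whole cause. The test of depth chosen first, thinning each CpG to the same number of reads, leaves the mean unchanged on average and was not used. A lower methylation with 5-azadC, the hypothesis that its action on DNA methyltransferases offers, stays open beside a change in the mix of tumor and host cells, which was not tested. If methylation fell in proportion to its starting value, the ratio of 5-azadC to vehicle would be equal at all levels. CpGs were grouped by their mean methylation in the C29 libraries, which enter neither side of this ratio. The ratio rose from 0.833 for CpGs at 10% to 30% in the C29 libraries to 0.895 for those at 90% to 100%. Loss from 1 strand only would widen the difference between strands with 5-azadC. Its variance was 712 with and 627 without 5-azadC (two-sided exact permutation test, p = 0.171, n = 4 against 4). Expressed as overdispersion beyond counting error it was 0.447 with and 0.451 without 5-azadC (p = 0.971 by the same exact test), which shows no widening. With 4 libraries against 4, loss from 1 strand and from both cannot be told apart.

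Genes called only with the combination numbered 719.5 on average among unchanged simulated groups, against 878 in the data on the same tiles, and 711 and 680 in the mixed splits. None of these reached 878, although the simulation overstated the calls between unchanged groups (a mean of 1791 for C29, against 1439 in the data and 1322 and 1333 in the mixed splits). Chance differences between pools may account for part of such a list, and how large a part cannot be told apart from an effect of the combination. Of the 1442 genes found only with the combination, 274 differed from both single drugs, but the direct comparisons called 2316 and 2277 genes (against C29) and 2527 and 2581 (against 5-azadC) in mixed splits, so that a difference between the combination and both single drugs and noise between the libraries cannot be told apart for these genes.

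Promoter tiles were also tested with 4 libraries against 4. At q below 0.05 the F test called 0 tiles for 5-azadC and 0 for C29, and with a count of 0 every split, 35 of 35 for either drug, has to give as many, so this comparison says nothing about chance. At an unadjusted p under 0.05 it had 2908 tiles for 5-azadC, where only 1 of 35 splits, the real one, gave as many and the others gave 1715 to 2238. A rank of 1 in 35 is the most extreme that these splits allow, and this test was chosen after the results were seen. The rank argues against chance for this number but does not exclude it. For C29 the F test had 1851 tiles, and 20 of 35 splits gave as many. Splits that divide the libraries with 5-azadC unevenly carry part of its effect, so not all 35 are a fair comparison for C29. Among the splits that divide them evenly, some gave as many (1916, 1882, 1868 and 1861 tiles), and the rest gave fewer (1715 to 1837). Chance therefore cannot be excluded for C29.

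The Irf4 tile was lower in both libraries of the combination than in both of vehicle, but these 2 libraries differed from each other by 24.9 points, and the value rests on 2 CpGs. Without C29+5-azadC replicate 2 the difference was -1.19 points, but over 4 CpGs. On the 2 CpGs replicate 1 alone, at 68.4%, was below both vehicle libraries (87.1% and 88.6%). With 5-azadC alone the same 2 CpGs were 48.3 points below vehicle, and over 15 CpGs with 10 reads in any library the combination differed by -0.202 points. In a 500 bp tile with 1 CpG it differed by -52.9 points, and without either vehicle library by -29.8 and -28.3 points. An effect of the combination and a draw of few molecules cannot be told apart.

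The ETS consensus contains the CCGG site and was present in 5.81% of tested promoters and in 0.710% of promoters not tested. An ETS motif may therefore appear enriched when promoters with DMRs are set against the genome. The CCGG site was present in 88.5% and 38.0% of these promoters, in proportion a smaller gap. The number of CpGs differed as well (median 27 in tested promoters without a DMR, 7 in those not tested). How much of the gap the CCGG site brings about was not tested. Among tested promoters the ETS consensus was less frequent in those with a DMR. The density of CpGs did not account for this as a whole, since the common odds ratio over 20 strata of CpG number was 0.681 (95% confidence interval 0.506 to 0.918) for the combination. For C29 it was 0.929 (0.694 to 1.24), so there the density of CpGs may account for the lower frequency. No biological explanation was tested.

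Among the 10 genes named by the paper around ERRα and DNA methylation, with Etv1, no promoter tile was called with C29 (differences from -20.3 to 11.0 points) or with 5-azadC (-20.1 to 10.1 points), and 1 gene had a called tile with both drugs (-42.7 to 19.8 points). It was Tet3, whose tile at 83442001 to 83443000 of chromosome 6 held 2 CpGs at 0% and 100% in the vehicle libraries and at 24.2% and 50% with both drugs.

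A second promoter tile of Vdr, at 97897001 to 97898000 of chromosome 15, was called with both drugs on 1 CpG (47.9% and 83.3% with vehicle, 32.6% and 0% with both drugs). The 5-methylcytosine levels of Fig. 5e came from another assay and were not analysed here, and mean CpG methylation by RRBS was 0.868 points higher in the combination than with 5-azadC alone (two-sided exact permutation test, p = 0.33, the smallest that 2 libraries against 2 allow).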
